# Egr2 drives the differentiation of Ly6C^hi^ monocytes into fibrosis-promoting macrophages in metabolic dysfunction-associated steatohepatitis in mice

**DOI:** 10.1038/s42003-024-06357-5

**Published:** 2024-06-03

**Authors:** Ayaka Iwata, Juri Maruyama, Shibata Natsuki, Akira Nishiyama, Tomohiko Tamura, Minoru Tanaka, Shigeyuki Shichino, Takao Seki, Toshihiko Komai, Tomohisa Okamura, Keishi Fujio, Masato Tanaka, Kenichi Asano

**Keywords:** Monocytes and macrophages, Non-alcoholic steatohepatitis

## Abstract

Metabolic dysfunction-associated steatohepatitis (MASH), previously called non-alcoholic steatohepatitis (NASH), is a growing concern worldwide, with liver fibrosis being a critical determinant of its prognosis. Monocyte-derived macrophages have been implicated in MASH-associated liver fibrosis, yet their precise roles and the underlying differentiation mechanisms remain elusive. In this study, we unveil a key orchestrator of this process: long chain saturated fatty acid-Egr2 pathway. Our findings identify the transcription factor Egr2 as the driving force behind monocyte differentiation into hepatic lipid-associated macrophages (hLAMs) within MASH liver. Notably, *Egr2*-deficiency reroutes monocyte differentiation towards a macrophage subset resembling resident Kupffer cells, hampering hLAM formation. This shift has a profound impact, suppressing the transition from benign steatosis to liver fibrosis, demonstrating the critical pro-fibrotic role played by hLAMs in MASH pathogenesis. Long-chain saturated fatty acids that accumulate in MASH liver emerge as potent inducers of Egr2 expression in macrophages, a process counteracted by unsaturated fatty acids. Furthermore, oral oleic acid administration effectively reduces hLAMs in MASH mice. In conclusion, our work not only elucidates the intricate interplay between saturated fatty acids, Egr2, and monocyte-derived macrophages but also highlights the therapeutic promise of targeting the saturated fatty acid-Egr2 axis in monocytes for MASH management.

## Abstract (web summary)

Egr2 plays a central role in driving the differentiation of monocytes into hLAMs in MASH liver.

## Introduction

Non-alcoholic fatty liver disease, recently renamed as metabolic dysfunction-associated steatotic liver disease (MASLD)^1^, is a spectrum of disorders characterized by excessive lipid accumulation in hepatocytes. MASLD progresses from fatty liver (steatosis) to metabolic dysfunction-associated steatohepatitis (MASH), and in more severe cases, to liver fibrosis^2^. Although the prognosis of patients with MASLD is strongly associated with the degree of fibrosis^3,4^, the mechanism underlying the transition from simple steatosis to fibrosis remains unclear, making the development of anti-MASH therapy a huge hurdle. Hepatic stellate cells (HSCs) and myofibroblasts that differentiate from HSCs are considered to play a predominant role in the progression to liver fibrosis^5^. Recently, not only such stromal cells but also immune cells, macrophages in particular, are found to contribute to the pathogenesis of liver fibrosis by regulating the activation states of HSCs^6^. In the steady state, Kupffer cells (KCs), a major macrophage subset in liver, reside along the length of liver sinusoid where they contribute to the clearance of toxic materials from bloodstream. One of the core features of MASH is the massive accumulation of blood-borne monocytes^7^ that further differentiate into monocyte-derived macrophages, replacing the resident KCs^8–11^. Known as scar-associated macrophages (SAMs)^12,13^, these recruited monocyte-derived cells best resemble lipid-associated macrophages (LAMs) that aggregate to surround dead adipocytes in obese adipose tissue^14^, and are therefore named hepatic LAMs (hLAMs)^8^. There are reports that SAMs crosstalk with various nonparenchymal cells, thereby contributing to the progression of MASH to liver fibrosis in both mouse and human^13,15^. However, the impact of monocyte-derived macrophages on the progression to liver fibrosis is still poorly understood because the inhibition of Ccr2-mediated monocyte recruitment can also aggravate the progression to liver fibrosis in mice fed a high-fat diet^11^. There is an urgent need to identify the regulatory mechanisms controlling monocyte-derived macrophage behavior to understand their function in promoting or suppressing the progression of MASH to liver fibrosis.

To understand the mechanisms driving the differentiation of monocyte-derived macrophages, we identified Egr2, a transcription factor that is enhanced in liver monocytes and macrophages in mice with MASH. Liver fibrosis was ameliorated in mice deficient in *Egr2* in immune cells of myeloid lineage. Profibrotic macrophage signatures^16^ including *Spp1*, *Fabp5*, and *Cd63*, but not *Trem2*, were repressed in *Egr2*-deficient liver macrophages. Single-cell RNA-sequencing (scRNA-seq) analysis showed that the proportion of hLAMs in the monocyte-derived macrophage pool was reduced, and the differentiation of monocytes was biased toward another subset of macrophages expressing high levels of KC signatures that are distinct from either hLAMs or resident KCs owing to the absence of *Egr2*. In this study to identify niche-specific environmental factors regulating *Egr2* expression in liver infiltrating monocytes, we found that long-chain fatty acids upregulate Egr2 in macrophages. Moreover, oral administration of long-chain unsaturated fatty acid decreased the proportion of hLAMs liver macrophages in vivo.

Through this study, we have uncovered the role of Egr2 in the generation of profibrotic macrophages from monocytes. This knowledge may be applied to the development of Egr2-targeted therapy for preventing fibrosis in patients with MASLD.

## Results

### *Egr2* expression is progressively enhanced in liver macrophages during the development of MASH

To analyze the relationship between the development of liver fibrosis and monocyte-derived macrophages, we used a mouse model of choline-deficient amino acid-defined high-fat diet (CDA-HFD)-induced MASH^17^ that rapidly progresses to liver fibrosis. First, we analyzed the progression of MASLD in CDA-HFD-fed mice. Microscopically, feeding of CDA-HFD promoted hepatocellular steatosis in 7 weeks (Fig. 1a, left). Compared to HFD which takes 6 months for liver fibrosis to develop^18^, liver fibrosis was detectable at week 7 and further progressed within the next 5 weeks by feeding CDA-HFD (Fig. 1a-c). Next, we analyzed the composition of immune cells in CDA-HFD-induced MASH liver. Massive infiltration of Lin (B220, CD90.2, NK1.1, and SiglecF)^-^CD11b^+^Ly6G^-^Ly6C^hi^F4/80^-^ monocytes into liver was observed in 4 weeks (Fig. 1d, middle and Supplementary Fig. 1a). Lin^-^CD11b^+^Ly6C^lo^F4/80^+^Tim4^+^ resident KCs were rapidly replaced by Lin^-^CD11b^+^Ly6C^lo^F4/80^+^Tim4^-^ monocyte-derived macrophages in 4 weeks and were barely detectable as early as week 7 (Fig. 1d, middle and right). Immunohistochemistry also demonstrated that Tim4 expression was reduced in macrophages in MASH liver (Fig. 1e). Localization of macrophages was drastically changed in MASH liver, that is, aggregates of F4/80^+^ macrophages are forming crown-like structures^11,19^ that may be surrounding dead hepatocytes in MASH liver (Fig. 1e).

**Fig. 1:**
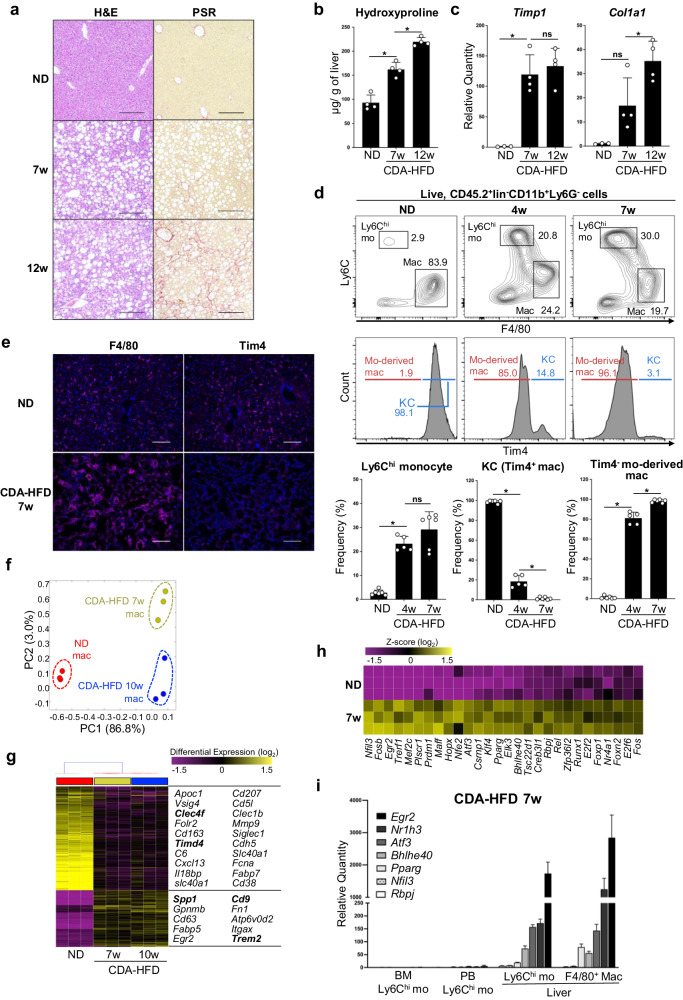
Egr2 is upregulated in liver-infiltrating monocytes and monocyte-derived macrophages in MASH liver. **a** Histopathological changes in the liver of mice fed CDA-HFD. H&E staining showed steatosis at 7 weeks (middle left) and 12 weeks (bottom left). Fibrosis was not detected in mice fed normal diet (ND, top right) or mice-fed CDA-HFD (middle right) for 7 weeks. Picrosirius red (PSR) staining showed apparent fibrosis at 12 weeks (bottom right). Representative images of two mice are shown. Scale bars, 200 μm, original magnification, ×10. **b** The amount of collagen in the liver was positively correlated with the progression of MASH. n = 4 mice/time point. Means ± SD are shown. *p < 0.05, one-way ANOVA. **c** Fibrosis-associated gene expression was measured by qPCR. n = 3–4 mice/time point. Mean quantities relative to ND-fed mice ± SD are shown. *p < 0.05, one-way ANOVA. **d** Percentages of liver monocytes, KCs, and monocyte-derived macrophages in CD45.2^+^lin^-^CD11b^+^Ly6G^-^ cells. Lin includes CD90.2, B220, NK1.1, and SiglecF. Representive FACS plots of five to six mice per time point are shown (top). Histogram plot showing the proportions of Tim4^+^ resident KCs and Tim4^-^ monocyte-derived macrophages (mo-derived mac, middle and bottom). n = 5-6 mice/time point. Means ± SD are shown. *p < 0.05, one-way ANOVA. **b**–**d** Each symbol represents an individual animal. **e** Immunohistochemistry of ND and CDA-HFD-fed mouse liver. Representative images of 2 different mice are shown. Scale bars, 100 μm, original magnification, ×20. **f**–**h** RNA-seq analysis of liver macrophages. **f** Principal component analysis (PCA) was performed to visualize gene expression in liver macrophages from ND-fed mice (red) or CDA-HFD-fed mice (7 weeks, yellow or 10 weeks, blue). Each symbol represents an individual animal. **g** Hierarchical cluster analysis showing the relative expression of discriminative genes across the different time points. Each column represents an individual animal. Representative DEGs are listed on the right. **h** Heatmap showing the expression of transcription factors upregulated in liver macrophages from CDA-HFD-fed mice relative to that from ND-fed mice. Each row represents an individual animal. **i** Expression of transcription factors selected from Fig. 1h was measured by qPCR. Average quantities relative to BM Ly6C^hi^ mo are shown with SEM. n = 3 mice/gene/cell type.

Given that most resident KCs were replaced by Tim4^-^ monocyte-derived macrophages before the progression to liver fibrosis, we speculated that the phenotype of monocyte-derived macrophages at 7 weeks might be associated with the transition from steatosis to fibrosis. To understand the molecular mechanisms regulating the phenotype of monocyte-derived macrophages in MASH liver, we performed bulk RNA-seq analysis of liver Ly6C^lo^F4/80^+^ macrophages in normal diet (ND)-fed mice and CDA-HFD-fed wild type (WT) mice. Gene expression of liver macrophages was dramatically changed in mice fed CDA-HFD (Fig. 1f); this was characterized by the upregulation of several markers for classic SAMs such as *Trem2*, *Cd9*, and *Spp1*, and the downregulation of KC markers such as *Clec4f* and *Timd4*^13^ (Fig. 1g). We then sought transcription factors that were enhanced in liver macrophages of CDA-HFD-fed mice when compared with ND-fed mice (Fig. 1h). Among such transcription factors, we focused on Egr2 because it was most strongly upregulated in monocytes after infiltration into liver at week 7 (Fig. 1i) and progressively enhanced in macrophages during the fibrotic stage of MASLD (Supplementary Fig. 1b). At week 4 when liver macrophages included both Tim4^+^ resident KCs and Tim4^-^ monocyte-derived macrophages, *Egr2* mRNA was more highly expressed in Tim4^−^ monocyte-derived macrophages than in Tim4^+^ resident KCs (Supplementary Fig. 1c), suggesting that Egr2 may play a role in the differentiation of Tim4^-^ monocyte-derived macrophages in MASLD. Overall, these findings indicate that Egr2 expression in monocyte-derived macrophages is positively correlated with the progression of MASH to liver fibrosis.

### Liver fibrosis is ameliorated in mouse lacking *Egr2*

To determine the role of Egr2 in monocyte-derived macrophage differentiation in MASH, we crossed *Lyz2*-Cre mice with *Egr2*-flox mice^20^ to generate a strain (hereinafter called *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice) in which monocytes and macrophages, but not lymphoid cells, lack *Egr2*^21^ (Fig. 2a and Supplementary Fig. 2a). First, we compared the composition of immune cells in the liver of MASH-induced *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice and MASH-induced *Egr2*^fl/fl^ littermates by flow cytometry. The percentages of Ly6C^hi^F4/80^-^ monocytes and Ly6C^lo^F4/80^+^Tim4^-^ monocyte-derived macrophages in liver were similar between the two genotypes of mice at both 7 and 12 weeks (Fig. 2b and Supplementary Fig. 2b). These results indicate that Egr2 is not required for the recruitment of monocytes. Next, we compared the progression of MASLD between *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice and *Egr2*^fl/fl^ littermates. The absence of *Egr2* did not change the degree of inflammation or steatosis (Fig. 2c–f and Supplementary Fig. 2c, d). On the other hand, a marked difference in the degree of fibrosis was evident at week 12 (Fig. 2g). As shown in Fig. 2h, the amount of collagen was decreased in the liver of CDA-HFD-fed *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice compared with WT littermates. Amelioration of fibrosis was validated also on the basis of fibrosis-associated gene expression levels in tissue (Fig. 2i). Collectively, these findings indicate that the Egr2 expression by monocytes and macrophages is responsible for the development of liver fibrosis in MASH.

**Fig. 2:**
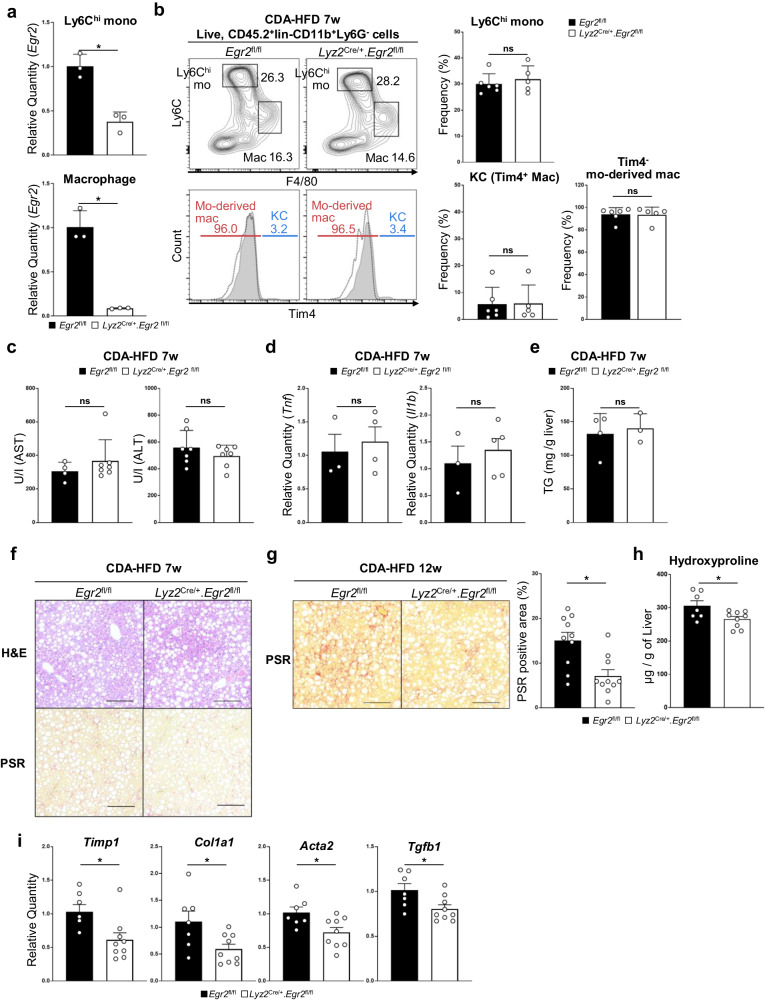
Liver fibrosis is ameliorated in *Egr2*-deficient mice. **a** *Egr2* mRNA expression in Ly6C^hi^F4/80^-^ monocytes (top) and Ly6C^lo^F4/80^+^ macrophages (bottom) in CDA-HFD-fed *Egr2*^fl/fl^ mice (filled bar) and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ (empty bar) mice. Average quantities relative to *Egr2*^fl/fl^ mice are shown together with SD. n = 3 mice. *p < 0.05, *t*-test. **b** Percentages of liver monocytes and macrophages in CD45.2^+^lin^−^CD11b^+^Ly6G^-^ cells from *Egr2*^fl/fl^ (filled bar) and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ (empty bar) mice fed CDA-HFD for 7 weeks. Lin includes CD90.2, B220, NK1.1, and SiglecF. Representative FACS plots of five to six mice are shown (left). Histogram plot showing the proportions of Tim4^+^ resident KCs and Tim4^-^ mo-derived mac in Ly6C^lo^F4/80^+^ cells (bottom left). Dashed line indicates Tim4 unstained control. Averages of 5–6 mice/genotype are shown with SD. ns not significant, *t*-test. **c** Serum AST and ALT concentration in *Egr2*^fl/fl^ (filled bar) mice and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ (empty bar) mice fed CDA-HFD for 7 weeks. n = 4–7 mice/genotype. Means ± SD are shown. ns not significant, *t*-test. **d** Whole-liver qPCR analysis of *Tnf* in *Egr2*^fl/fl^ (filled bar) and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ (empty bar) mice fed CDA-HFD for 7 weeks. n = 3–5 mice/genotype. Means ± SEM are shown. ns not significant, *t*-test. **e** Amount of triglyceride in liver. n = 3–4 mice/genotype. Means ± SD are shown. ns not significant, *t*-test. **f** Histopathological changes in the liver of *Egr2*^fl/fl^ mice (left) and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice (right) fed CDA-HFD for 7 weeks. Steatosis (top) was comparable between *Egr2*^fl/fl^ mice (left) and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice (right). **g** *Egr2*^fl/fl^ mice (left and filled bar) developed liver fibrosis in 12 weeks, which was ameliorated in liver of *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice (right and empty bar). Representative images of 10 mice are shown (left). n = 10 mice/genotype. Means ± SEM are shown. *p < 0.05, *t*-test. **f** and **g** scale bars, 200 µm, original magnification, ×10. **h** The amount of collagen was quantitated by the hydroxyproline assay. n = 7–9 mice/genotype. Means ± SEM are shown. *p < 0.05, *t*-test. **i** Fibrosis-associated gene expression was measured by qPCR. n = 7–9 mice/genotype. Mean values relative to *Egr2*^fl/fl^ mice are shown with SEM. *p < 0.05, *t*-test. Each symbol represents an individual animals.

### Monocyte-derived macrophages fail to acquire profibrotic phenotype in the absence of *Egr2*

To assess the differences between monocyte-derived macrophages in MASH-induced *Egr2*^fl/fl^ mice and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice, we performed bulk RNA-seq analysis of CD11b^+^ Ly6G^-^Ly6C^lo^F4/80^+^ monocyte-derived macrophages sorted from the liver of *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice and *Egr2*^fl/fl^ littermates. Unbiased clustering confirmed that the biological replicates from each group adopted a distinct transcriptional signature (Fig. 3a). Differential gene expression analysis revealed that 520 genes were differentially expressed by at least twofold (123 and 397 genes downregulated and upregulated in *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice compared with *Egr2*^fl/fl^ mice, respectively, Fig. 3b, c). We confirmed that known downstream targets of Egr2 (*Itgax* and *Siglecf*) were indeed repressed in *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice (Supplementary Fig. 3a). Gene set enrichment analysis (GSEA) showed that the global gene expression of WT monocyte-derived macrophages was related to classic SAM signatures (Fig. 3d, left and 3e, top). On the other hand, the gene expression of *Egr2*-deficient monocyte-derived macrophages was enriched for KC signatures (Fig. 3d, right and 3e, bottom). Of note was that the expression levels of some key SAM signatures, such as *Trem2*, were similar between the two genotypes of macrophages (Fig. 3e, top). As the upregulation of KC markers in *Egr2*-deficient Ly6C^lo^F4/80^+^ macrophages cannot be explained by the increase of Tim4^+^ resident KCs at 7 weeks (Fig. 2b, also see scRNA-seq data discussed later in Fig. 4a), these findings suggest that Egr2 is required for the full equipment of SAM phenotype by monocyte-derived macrophages, which may promote the transition from simple steatosis to fibrosis over the course of MASLD. Genes upregulated in *Egr2*-deficient macrophages were enriched for gene ontology (GO) terms associated with vasculature and blood vessel development, suggesting their commitment to tissue regeneration (Fig. 3f).

**Fig. 3:**
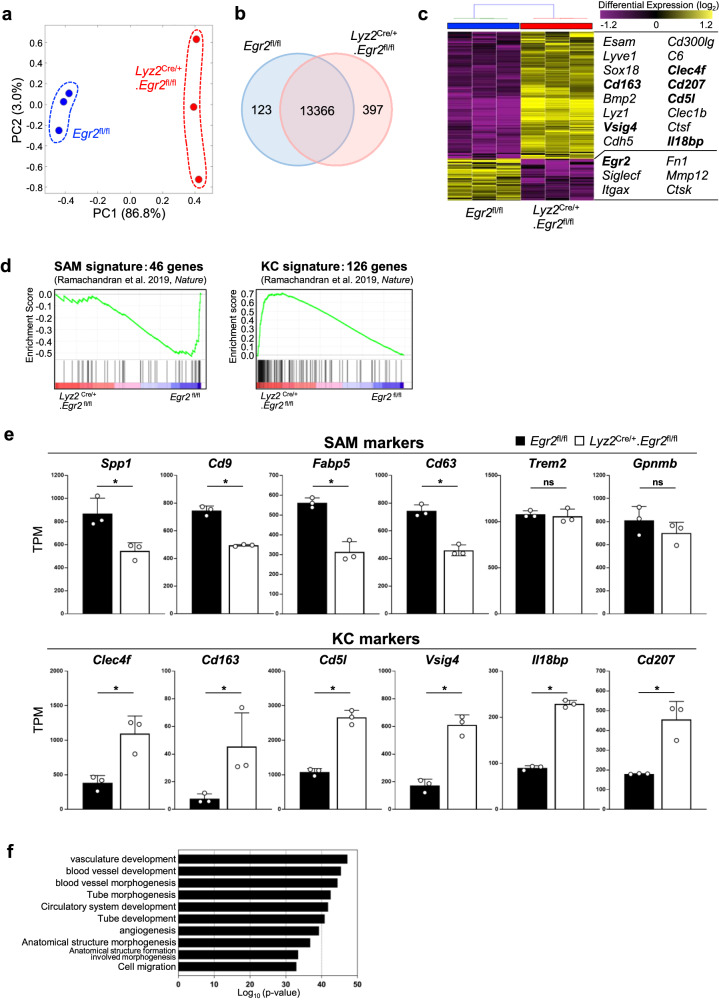
Egr2-deficient macrophages fail to equip SAM characteristics. **a** PCA of *Egr2*^fl/fl^ (blue) and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ (red) macrophages in MASH. Each symbol represents an individual animal. **b** Venn diagram showing the number of genes upregulated (397), unchanged (13,366), or downregulated (123) in *Lyz2*^Cre/+^.*Egr2*^fl/fl^ (pink) macrophages compared with *Egr2*^fl/fl^ (blue) macrophages. **c** Hierarchical clustering analysis showing the relative expression of discriminative genes in *Egr2*^fl/fl^ and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ macrophages in MASH liver. Representative DEGs are listed to the right. **d** GSEA showing the enrichment of markers associated with SAMs (top) or KCs (bottom) in *Egr2*^fl/fl^ and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ macrophages in MASH liver. **e** Expression levels of known markers of SAMs (top) and KCs (bottom). TPM, transcripts per kilobase million. Filled bars, *Egr2*^fl/fl^; empty bars, *Lyz2*^Cre/+^.*Egr2*^fl/fl^. Means ± SD are shown. *p < 0.05; ns not significant, *t*-test. Each symbol represents an individual animals. **f** GO enrichment of genes upregulated in *Egr2-*deficient macrophages compared with that in *Egr2*^fl/fl^ macrophages.

**Fig. 4:**
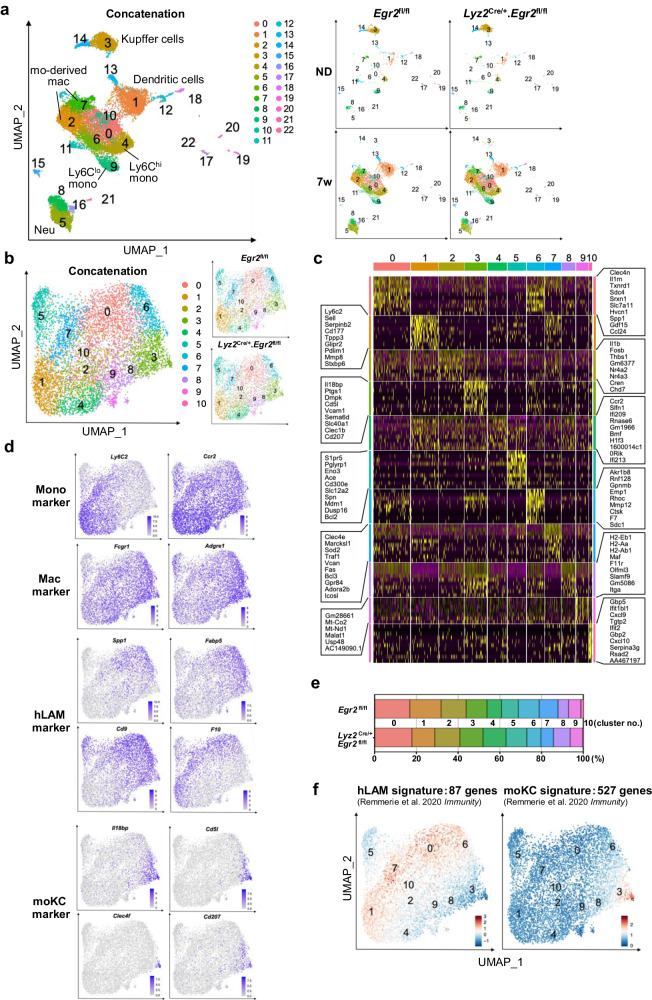
scRNA-seq analysis of liver inate immune cells in WT and *Egr2*-deficient mice. **a** UMAP plots of liver CD45.2^+^lin^-^CD11b^+^ cells of ND-fed or CDA-HFD-fed *Egr2*^fl/fl^ mouse and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mouse (right). Lin includes CD90.2, B220, NK1.1, and SiglecF. Four UMAP plots are concatenated (left). **b** UMAP plots of reclustered monocytes and mo-derived mac from CDA-HFD-fed *Egr2*^fl/fl^ mouse and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mouse (right). Two UMAP plots are concatenated (left). **c** Heatmap showing top 10 discriminative genes per cluster defined in Fig. 4b. **d** Heatmap showing the expression of monocyte marker genes (*Ly6C2* and *Ccr2*), macrophage genes (*Fcgr1* and *Adgre1*), hLAM marker genes (*Spp1*, *Fabp5*, *Cd9*, and *F10*), and moKC marker genes (*Il18bp*, *Cd5l*, *Clec4f*, and *Cd207*). **e** Proportion of clusters defined by UMAP plots in Fig. 4b. **f** Heatmap showing the calculated module scores for moKC signatures (87 genes) and hLAM signatures (527 genes).

### Heterogeneity of monocyte-derived macrophages in MASH liver

Given that the gene expression of monocyte-derived macrophages was enriched for KC markers in *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice (Fig. 3d, e), although resident Tim4^+^ KCs were almost completely replaced by Tim4^-^ monocyte-derived macrophages by week 7 (Fig. 2b), the differentiation of monocyte-derived macrophages might be altered by *Egr2*-deficiency in MASH. Hence, to gain an insight into the global effects of *Egr2* deletion on monocyte-derived macrophage differentiation in MASLD liver, we performed scRNA-seq analysis of liver innate immune cells. To this end, we sorted liver CD45^+^Lin (B220, CD90.2, NK1.1, and SiglecF)^-^CD11b^+^ cells of an *Egr2*^fl/fl^ mouse and a *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mouse fed CDA-HFD for 7 weeks and performed sequencing using 10x Chromium platform. 

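The deposited scRNA-seq data came from 4 mice, 1 per group: an *Egr2* fl/fl mouse and a *Lyz2* Cre/+.*Egr2* fl/fl mouse fed ND, and 1 of each genotype fed CDA-HFD for 7 weeks. In the *Lyz2* Cre/+.*Egr2* fl/fl mice, *Egr2* is flanked by loxP sites and is deleted in cells that express Cre from the *Lyz2* locus. The sorted cells of each mouse carried their own hashtag, a DNA barcode bound to CD45.2, and the labels give 3000 cells from each ND-fed mouse and 9000 from each CDA-HFD-fed mouse in the pool. The methods and the sample labels describe capture on the BD Rhapsody system and TAS-Seq amplification. The authors mapped the reads to the GRCm38 reference transcriptome, kept barcodes above an inflection point of the counts, assigned them to hashtags and deposited a matrix of raw counts. The matrix lists 25909 genes by symbol, and 1392 of its barcodes (8.29%) were named doublets by the authors and were left out. Total counts were 32034878 for the ND-fed *Egr2* fl/fl mouse, 27847027 for the ND-fed *Lyz2* Cre/+.*Egr2* fl/fl mouse, 85242656 for the CDA-HFD-fed *Egr2* fl/fl mouse and 90135326 for the CDA-HFD-fed *Lyz2* Cre/+.*Egr2* fl/fl mouse. The median counts per cell were 16447, 15842, 13166 and 13475 in the same order, and the median detected genes were 2831.5, 2822.5, 2294 and 2374. The paper's text does not state whether a count is a read or a unique molecule. For 34 genes, among them *Lyz2*, *Clec4f*, *Cd5l*, *Vsig4*, *S100a9* and *H2-Aa*, the lowest value above 0 was at least 5, so lower values had been set to 0. The Seurat steps of the methods were run on these counts, and the clusters were named from marker lists fixed in advance. A name ends in -like, because it rests on markers and not on the authors' assignment of each cell. The markers were gene names from the paper's figures and results text, filled up with commonly used markers. A match of the names with the paper's classes is therefore partly built in. With 1 mouse per group there was no replicate error, and no test between genotypes or diets was made. Shares are given with exact Clopper-Pearson 95% intervals, differences between shares with Newcombe's interval, and a group's summed counts, scaled to 1000000 (CPM), with exact Poisson intervals. All these intervals cover counting error only and not the variation between mice. Those of CPM and of CPM ratios also leave out the spread between cells. They take each count as independent, which would not hold if reads were counted, so they can be too narrow.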

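The hashtags were first checked against the deleted gene. Over all cells, *Egr2* stood at 13.3 CPM in the ND-fed *Egr2* fl/fl mouse and at 5.85 CPM in the ND-fed *Lyz2* Cre/+.*Egr2* fl/fl mouse, a ratio of 0.441 (0.366 to 0.530). On CDA-HFD it stood at 49.4 CPM in the *Egr2* fl/fl mouse and at 18.2 CPM in the *Lyz2* Cre/+.*Egr2* fl/fl mouse, a ratio of 0.369 (0.349 to 0.391). By cell class on CDA-HFD, *Egr2* went from 58.7 to 6.09 CPM in neutrophil-like cells, a ratio of 0.104 (0.0665 to 0.155). It went from 57.4 to 13.7 CPM in monocyte-derived macrophage-like cells, a ratio of 0.239. In *Cd209a*+ dendritic cell-like cells it went from 46.3 to 40.6 CPM, a ratio of 0.876 (0.782 to 0.980). *Lyz2*, which has Cre in 1 copy, had a *Lyz2* Cre/+.*Egr2* fl/fl to *Egr2* fl/fl ratio of 0.450 on ND and 0.533 on CDA-HFD, with its low values set to 0. *Xist*, which females express, stayed between 0.108 and 0.176 CPM in the 4 mice, and the Y-linked gene *Ddx3y* between 53.3 and 88.4 CPM. The median share of a cell's hashtag counts that belonged to its own hashtag was 93.1% and 92.9% in the ND-fed mice and 93.6% and 94.2% in the CDA-HFD-fed mice.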

Fifteen thousand three hundred and ninety-four cells passed quality control and were clustered using Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction analysis^22^ within Seurat v4 (Fig. 4a). 

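The deposited matrix assigns 15394 barcodes to 1 of the 4 mice, before any filter on mitochondrial counts. With mitochondrial counts of at most 25%, 15384 cells remained and formed 23 clusters. Cluster 0 (2162 cells, led by *Thbs1*, *Apoc2* and *Ccr2*) and cluster 9 (331 cells, led by *Malat1* and mitochondrial genes) matched no marker list and were left unnamed. The unnamed clusters held 2.67% of the cells of the ND-fed *Egr2* fl/fl mouse, 1.64% of the ND-fed *Lyz2* Cre/+.*Egr2* fl/fl mouse, 17.1% of the CDA-HFD-fed *Egr2* fl/fl mouse and 22.8% of the CDA-HFD-fed *Lyz2* Cre/+.*Egr2* fl/fl mouse. Cluster 13 was named Kupffer cell-like although genes of the *Mup* family, which hepatocytes express, led its list. Doublets of cells from the same mouse carry 1 hashtag and were not removed.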

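Neutrophil-like cells made up 6.33% of the cells of the ND-fed *Egr2* fl/fl mouse and 16.2% of the CDA-HFD-fed one, a rise of 9.92 percentage points (8.35 to 11.4). In the *Lyz2* Cre/+.*Egr2* fl/fl mice they made up 12.3% on ND and 13.2% on CDA-HFD, and the difference of 0.943 points (-0.963 to 2.74) was within counting error. Ly6C hi monocyte-like cells rose from 5.63% to 17.5% in the *Egr2* fl/fl mice, by 11.8 points (10.3 to 13.3), and from 5.16% to 13.5% in the *Lyz2* Cre/+.*Egr2* fl/fl mice, by 8.32 points (6.86 to 9.68). Dendritic cell-like cells rose from 10.6% to 18.5% in the *Egr2* fl/fl mice, by 7.85 points (6.01 to 9.59), and from 8.99% to 16.7% in the *Lyz2* Cre/+.*Egr2* fl/fl mice, by 7.75 points (5.98 to 9.42). Monocyte-derived macrophage-like cells rose from 4.88% to 22.7% in the *Egr2* fl/fl mice, by 17.8 points (16.3 to 19.3), and from 4.84% to 23.5% in the *Lyz2* Cre/+.*Egr2* fl/fl mice, by 18.7 points (17.1 to 20.1). The choice that moved these differences most was clustering on 2000 genes selected by Seurat's vst method, which gave a rise of Ly6C hi monocyte-like cells of 23.9 points in the *Egr2* fl/fl mice and 26.5 points in the *Lyz2* Cre/+.*Egr2* fl/fl mice.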

Cell types were unbiasedly annotated by using SingleR^23^ (Supplementary Fig. 4a) or manually annotated on the basis of DEGs (Supplementary Fig. 4b, c). scRNA-seq analysis showed the expansion of neutrophils (Clusters 5, 8, and 16), Ly6C^hi^ monocytes (Cluster 4), dendritic cells (Clusters 1, 12, and 13), and monocyte-derived macrophages (Clusters 2 and 7) in MASH (Fig. 4a and Supplementary Fig. 4d). 

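On ND, Kupffer cell-like cells were 763 of the 1723 cells of the *Egr2* fl/fl mouse, 44.3% (41.9 to 46.7), and 833 of the 1590 cells of the *Lyz2* Cre/+.*Egr2* fl/fl mouse, 52.4% (49.9 to 54.9). The share was 8.11 points higher (4.66 to 11.5) in the *Lyz2* Cre/+.*Egr2* fl/fl mouse.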

Resident KCs (Clusters 3 and 14) accounted for the largest population in the steady state in both *Egr2*^fl/fl^ and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice (Fig. 4a, top right, and Supplementary Fig. 4d). 

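On CDA-HFD, Kupffer cell-like cells were 4 of 5885 cells, 0.0680% (0.0185 to 0.174), in the *Egr2* fl/fl mouse and 19 of 6186 cells, 0.307% (0.185 to 0.479), in the *Lyz2* Cre/+.*Egr2* fl/fl mouse. From ND to CDA-HFD the share changed by -44.2 points (-46.6 to -41.8) in the *Egr2* fl/fl mice and by -52.1 points (-54.6 to -49.6) in the *Lyz2* Cre/+.*Egr2* fl/fl mice. *Timd4*, which encodes Tim4, stood over all cells at 406 and 441 CPM in the ND-fed *Egr2* fl/fl and *Lyz2* Cre/+.*Egr2* fl/fl mice and at 4.32 and 4.11 CPM in the CDA-HFD-fed ones.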

In MASH, on the other hand, KCs were rarely observed in both mouse genotypes (Fig. 4a and Supplementary Fig. 4d). Monocytes and monocyte-derived macrophage clusters that were distinct from resident KCs were dramatically expanded in both mouse genotypes in MASH (Fig. 4a and Supplementary Fig. 4d). These data clearly exclude the possibility that the upregulated expression of KC markers by *Egr2*-deficient macrophages in bulk RNA-seq analysis (Fig. 3d, e) may be ascribed to the expansion of KCs within the Ly6C^lo^F4/80^+^ macrophage cluster. 

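Ly6C hi monocyte-like, Ly6C lo monocyte-like and monocyte-derived macrophage-like cells together made up 17.4% of the cells on ND and 44.2% on CDA-HFD in the *Egr2* fl/fl mice, a rise of 26.8 points (24.5 to 28.9). In the *Lyz2* Cre/+.*Egr2* fl/fl mice they made up 14.6% and 41.8%, a rise of 27.2 points (25.0 to 29.3). Ly6C lo monocyte-like cells alone made up 6.91% and 4.01% in the *Egr2* fl/fl mice, and 4.59% and 4.82% in the *Lyz2* Cre/+.*Egr2* fl/fl mice.

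**Figure D1:**
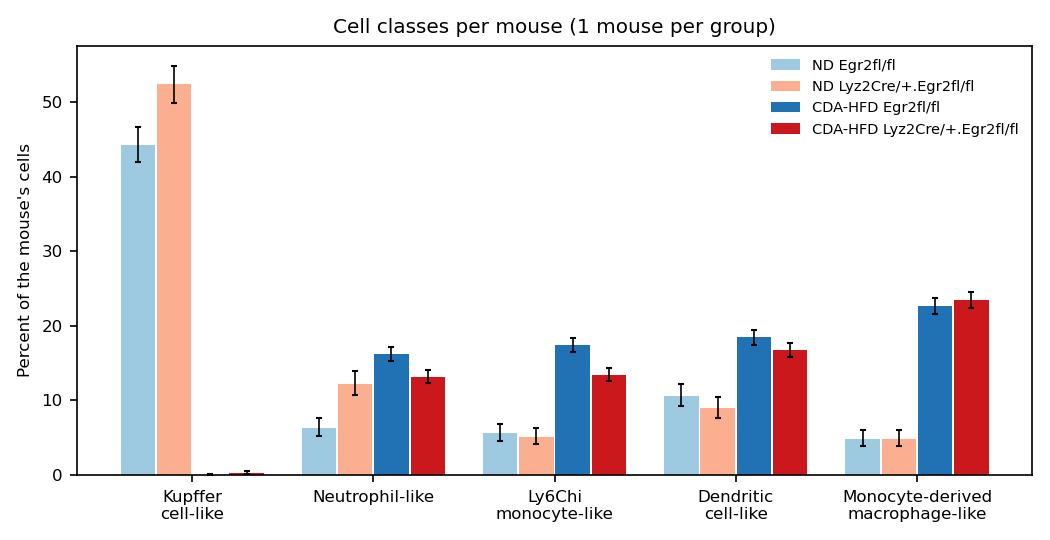
Share of each cell class in percent of the cells of each of the 4 mice, 1 mouse per group; bars are shares and error bars exact 95% intervals of the counts. Kupffer cell-like cells are the tallest bars on ND, at 44.3% and 52.4%, and monocyte-derived macrophage-like cells are at 22.7% and 23.5% on CDA-HFD.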

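Between the CDA-HFD-fed mice, the share of Kupffer cell-like cells differed by 0.239 points (0.0775 to 0.418), with the higher share in the *Lyz2* Cre/+.*Egr2* fl/fl mouse. Kupffer cell marker genes were also read in the re-clustered monocytes and macrophages of these mice, from which Kupffer cell-like clusters had been left out. There *Timd4* went from 2.47 CPM in the *Egr2* fl/fl mouse to 1.91 CPM in the *Lyz2* Cre/+.*Egr2* fl/fl mouse, a ratio of 0.771 (0.601 to 0.987). *Clec4f* went from 35.8 to 48.7 CPM, a ratio of 1.36 (1.28 to 1.44), and *Vsig4* from 18.3 to 31.3 CPM, a ratio of 1.72 (1.59 to 1.85). Only 0.818% and 1.08% of the cells held a count of *Clec4f* and 1.12% and 1.43% a count of *Vsig4*, so few cells carry these ratios, and the intervals leave out the spread between cells. *Cd5l* went from 177 to 242 CPM, *Cd207* from 101 to 128 CPM and *Il18bp* from 53.3 to 59.9 CPM. The low values of *Clec4f*, *Vsig4* and *Cd5l* had been set to 0.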

The proportions of myeloid cells were similar between the two genotypes of mice in MASH (Fig. 4a and Supplementary Fig. 4d). 

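With the *Egr2* fl/fl share subtracted from the *Lyz2* Cre/+.*Egr2* fl/fl share on CDA-HFD, neutrophil-like cells differed by -3.04 points (-4.32 to -1.76), Ly6C hi monocyte-like cells by -3.97 points (-5.27 to -2.67) and dendritic cell-like cells by -1.72 points (-3.10 to -0.352). Monocyte-derived macrophage-like cells differed by 0.786 points (-0.731 to 2.30), which is within counting error, and Ly6C lo monocyte-like cells by 0.807 points (0.0622 to 1.55). The sum of the monocyte-like and macrophage-like classes differed by -2.38 points (-4.15 to -0.598). The unnamed clusters differed by 5.71 points (4.28 to 7.15), more than any of these classes. Under selection of variable genes by vst, the difference in Ly6C hi monocyte-like cells was 1.64 points, in the opposite direction.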

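Re-clustering kept the monocyte-like, macrophage-like, interferon-responding-like and unnamed clusters of the CDA-HFD-fed mice and left out the Kupffer, neutrophil, dendritic, proliferating, lymphoid and endothelial cell-like clusters and basophil-like cells. It held 7732 cells, 3667 of the *Egr2* fl/fl mouse and 4065 of the *Lyz2* Cre/+.*Egr2* fl/fl mouse, and 5226 variable genes. It gave 10 clusters, numbered here by size from 0 to 9 with numbers that are not the paper's. Clusters 4 (1009 cells) and 5 (608 cells) were named Ly6C hi monocyte-like, cluster 6 (563 cells) Ly6C lo monocyte-like, cluster 1 (1334 cells) moKC-like and cluster 8 (127 cells) interferon-responding-like. Clusters 0 (1488 cells), 2 (1085 cells), 3 (1078 cells), 7 (424 cells, led by *Malat1* and mitochondrial genes) and 9 (16 cells) matched no marker list.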

To precisely analyze the phenotypes of monocytes and monocyte-derived macrophages in MASH, KCs, NK cells, neutrophils, and dendritic cells were excluded, and the remaining cells were re-clustered to yield 11 clusters of monocytes and Tim4^-^ monocyte-derived macrophages (Fig. 4b). 

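The Ly6C hi monocyte-like clusters 4 and 5 were named with the help of *Ly6c2* and *Ccr2*, so the values of these genes describe the naming. *Ly6c2* stood at 2453 CPM in cluster 4 and 1249 CPM in cluster 5. The interferon-responding-like cluster 8 lay between them, at 1861 CPM. Lower values were 801 CPM in cluster 2, 636 in cluster 3, 192 in cluster 6, 179 in cluster 0 and 30.7 in cluster 1. *Ccr2* stood at 976 CPM in cluster 4 and 463 CPM in cluster 5, and at 1316 CPM and 978 CPM in the unnamed clusters 2 and 3. Cluster 4 held 15.7% of the re-clustered cells of the *Egr2* fl/fl mouse and 10.7% of the *Lyz2* Cre/+.*Egr2* fl/fl mouse, and cluster 5 held 9.03% and 6.81%. Together they went from 24.7% to 17.5%, a difference of -7.22 points (-9.05 to -5.38). This difference was below 0 in each of 13 settings of the clustering, between -7.25 and -2.21 points, the smallest with vst. The naming genes went the other way over all re-clustered cells. From the *Egr2* fl/fl to the *Lyz2* Cre/+.*Egr2* fl/fl mouse, *Ly6c2* went from 555 to 657 CPM (ratio 1.18) and *Ccr2* from 574 to 636 CPM (ratio 1.11). Each was lower in the *Lyz2* Cre/+.*Egr2* fl/fl mouse in 1 of 8 clusters.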

Clusters 1, 4, and 7 represent Ly6C^hi^ monocytes based on their high expression of *Ly6c2* and *Ccr2* (Fig. 4b–d). 

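The Ly6C lo monocyte-like cluster 6 held 6.84% of the re-clustered cells of the *Egr2* fl/fl mouse and 7.68% of the *Lyz2* Cre/+.*Egr2* fl/fl mouse, a difference of 0.830 points (-0.348 to 2.00) that is within counting error. No marker list for Ly6C int monocytes was used. The unnamed clusters 2 and 3, in which *Ly6c2* lay between the Ly6C hi monocyte-like and Ly6C lo monocyte-like clusters, held 10.0% and 13.4% in the *Egr2* fl/fl mouse and 17.6% and 14.4% in the *Lyz2* Cre/+.*Egr2* fl/fl mouse. The difference was 7.60 points (6.06 to 9.14) for cluster 2 and 0.999 points (-0.566 to 2.56) for cluster 3. Cluster 7 held 5.70% and 5.29%, cluster 8 held 1.64% and 1.65%, and cluster 9 held 0.164% and 0.246%.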

Clusters 5 and 0 represent Ly6C^lo^ monocytes and Ly6C^int^ monocytes, respectively (Fig. 4b–d). 

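Of the clusters not named as monocytes, clusters 0 and 1 were compared as macrophages. Cluster 1, named moKC-like, was led by *Cd5l*, *Cd207*, *Il18bp*, *Clec1b* and *Vcam1*, and 9 of its 10 moKC markers were raised over the other cells, but so were 5 of the 12 hLAM markers, so the marker sets were not separated under the settings of the methods. Cluster 0 was led by *Slc7a11*, *Srxn1*, *Il1rn*, *Ccl24* and *Spp1*. Only 3 of the 12 hLAM markers were raised in cluster 0, against 5 in cluster 1, and 1 was among its leading genes, so it stayed unnamed and is referred to as cluster 0. *Timd4* stood at 2.32 CPM in cluster 0 and 1.52 CPM in cluster 1. *Gpnmb* stood at 265 CPM in cluster 0 and 800 CPM in cluster 1, and *Trem2* at 537 and 1057 CPM. The median counts per cell were 1.17 times the mouse's median in cluster 0 and 1.87 times in cluster 1.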

We found that Tim4^-^ monocyte-derived macrophages were separated into clusters 3 and 6 in MASH (Fig. 4b–d). 

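Cluster 1 held 679 of 3667 re-clustered cells of the CDA-HFD-fed *Egr2* fl/fl mouse, 18.5%, and 655 of 4065 of the *Lyz2* Cre/+.*Egr2* fl/fl mouse, 16.1%, a difference of -2.40 points (-4.11 to -0.697). Cluster 0 held 696 cells, 19.0%, and 792 cells, 19.5%, a difference of 0.503 points (-1.28 to 2.28) within counting error. Both together held 37.5% and 35.6%, a difference of -1.90 points (-4.07 to 0.267). When the hLAM and moKC signature genes were left out of the clustering, the moKC-like cluster held 17.3% and 15.3%, a difference of -1.94 points (-3.61 to -0.270). No cluster was then named hLAM-like, and the cluster that matched the hLAM list best without a name held 16.4% and 16.3%, a difference of -0.109 points (-1.78 to 1.56). The directions depended on the settings. Where clusters were named hLAM-like, their summed share was lower in the *Lyz2* Cre/+.*Egr2* fl/fl mouse. At resolution 2.0, the larger of the hLAM-like clusters alone was higher in that mouse, by 0.890 points (-0.285 to 2.06), and the smaller was lower, by -1.88 points. Selection of variable genes by vst moved the moKC-like and the hLAM-like difference most, to 4.70 points for the moKC-like cells and -4.39 points for the hLAM-like cells. The paper's values in Supplementary Data 5 are shares of the re-clustered cells in its own clusters, whose cell numbers its text does not give. They are 10% and 11.1% for the paper's cluster 3, 10.02% and 6.72% for its cluster 6, and 20.02% and 17.82% for both.

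**Figure D2:**
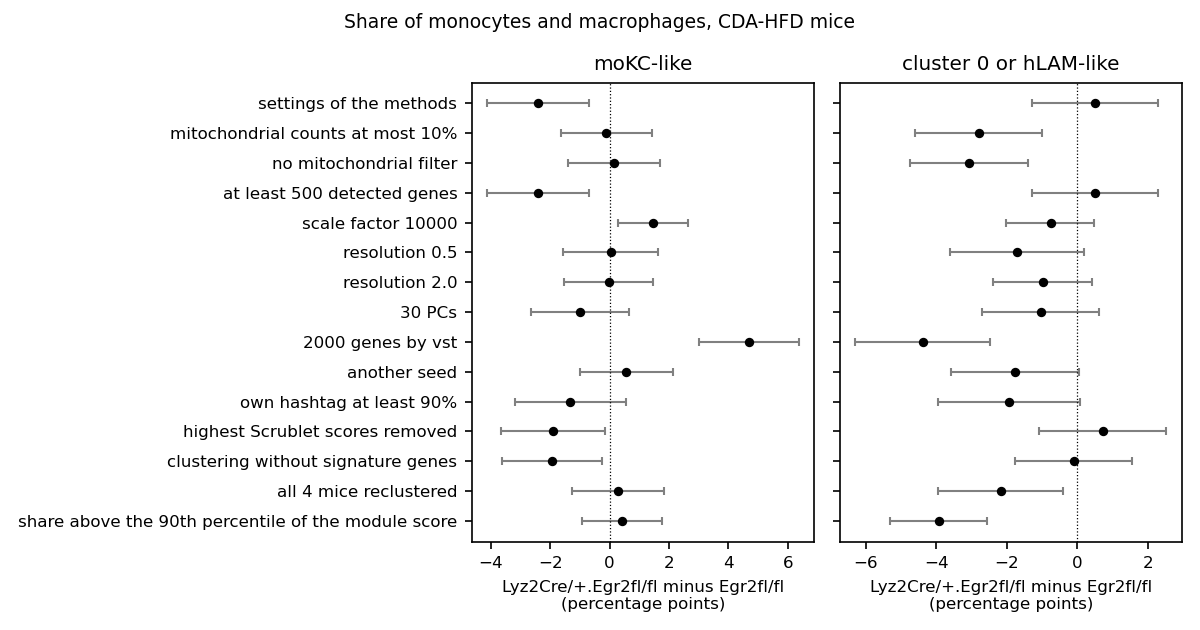
Difference in share, *Lyz2* Cre/+.*Egr2* fl/fl minus *Egr2* fl/fl, in percentage points of the re-clustered cells of the CDA-HFD-fed mice, under each setting of the clustering, for moKC-like cells and for cluster 0 or hLAM-like cells; points are differences and bars 95% intervals of the counts. The minimum of 500 detected genes removed no cell and repeats the settings of the methods. Both differences lie on either side of 0, from -2.40 to 4.70 points for moKC-like cells and from -4.39 to 0.720 points for cluster 0 or hLAM-like cells.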

Cluster 3 was slightly expanded, whereas cluster 6 was apparently reduced in *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice compared with *Egr2*^fl/fl^ mice (Fig. 4b, e).

To understand the relationship between Egr2 expression and the composition of monocyte-derived macrophages, we examined whether clusters 3 and 6 correspond to any one of the monocyte-derived macrophages reported previously. Remmerie’s group separated liver monocyte-derived macrophages into hLAMs (cells that correspond to SAMs) and monocyte-derived KCs (moKCs)^8^, although the functions of each subset were not precisely defined. We calculated the expression of marker genes for hLAMs and moKCs by Tim4^-^ monocyte-derived macrophage clusters 3 and 6 generated by our scRNA-seq analysis by using AddModuleScore^24^. This analysis revealed that cluster 6 aligned closely with the gene expression pattern of hLAMs, which was characterized by the increased expression of *Spp1*, *Fabp5*, *Cd9*, and *Egr2* (Fig. 4d, f, left and Supplementary Fig. 4e). On the other hand, cluster 3 showed transcriptional similarities to moKCs that are characterized by increased moKC signatures such as *Il18bp* and *Clec4f* (Fig. 4d, f, right). 

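The hLAM set lists 86 genes, of which 85 were in the matrix, and the moKC set 527, of which 518 were. Over all re-clustered cells, the mean hLAM score was 0.564 (SD 0.624 over cells) in the *Egr2* fl/fl mouse and 0.443 (SD 0.618) in the *Lyz2* Cre/+.*Egr2* fl/fl mouse, a difference of -0.120. The mean moKC score was 0.580 (SD 0.319) and 0.609 (SD 0.325), a difference of 0.0295. Divided by the SD over all these cells, a unit added after the values were seen, the differences were -0.193 and 0.0913. Among the alternatives, a scale factor of 10000, which changes the unit of the score, moved these standardized differences most, to -0.183 and 0.110.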

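The mean hLAM score was 0.935 (SD 0.482) in cluster 0 and 0.0266 (SD 0.710) in the moKC-like cluster 1, a difference of -0.909. The Ly6C hi monocyte-like clusters scored in the range of cluster 0, with 0.910 in cluster 4 and 1.06 in cluster 5. Pooled over both CDA-HFD-fed mice, *Spp1* stood at 867 CPM in cluster 0 and 499 CPM in cluster 1, *Cd9* at 589 and 452 CPM, and *F10* at 249 and 41.7 CPM. *Fabp5* was lower in cluster 0, at 475 CPM, than in cluster 1, at 623 CPM. *Spp1*, *Cd9*, *F10* and *Fabp5* were on the list that named hLAM-like clusters. In the 10 settings of the clustering that named both an hLAM-like and a moKC-like cluster, a comparison added after the values were seen, *Fabp5* was higher in the hLAM-like clusters in 10.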

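The mean moKC score was 0.488 (SD 0.192) in cluster 0 and 1.07 (SD 0.406) in cluster 1, a difference of 0.586. The genes *Il18bp*, *Clec4f* and *Cd5l*, which had served to name cluster 1, went from 11.4 to 158 CPM, from 1.85 to 135 CPM and from 14.2 to 669 CPM between cluster 0 and cluster 1, with low values of the latter pair set to 0.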

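Over all re-clustered cells, *Egr2* stood at 51.0 CPM in the CDA-HFD-fed *Egr2* fl/fl mouse and at 13.5 CPM in the *Lyz2* Cre/+.*Egr2* fl/fl mouse, a ratio of 0.266 (0.246 to 0.287). It was lower in the *Lyz2* Cre/+.*Egr2* fl/fl mouse in 8 of the 8 clusters with at least 100 cells of each mouse, with ratios from 0.0996 to 0.474. Under other normalizations and filters the ratio stayed between 0.259 and 0.280. The paper compares its macrophage clusters between the genotypes and finds its moKC-like cluster 3 slightly larger and its hLAM-like cluster 6 smaller in the *Egr2*-deficient mouse (Fig. 4e). It identifies these clusters by module scores for the published hLAM and moKC signatures (Fig. 4f). From the change in their proportions, the paper proposes that Egr2 has a role in setting the balance between the hLAMs and moKCs. Its other evidence, from bulk RNA-seq, RNA velocity, transferred monocytes and flow cytometry, was not analysed here.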

Altogether, these results suggest an important role played by Egr2 in controlling the proportions of hLAMs and moKCs subpopulations in the monocyte-derived macrophage pool.

### Egr2 drives the differentiation of monocytes into hLAMs in MASH liver

On the basis of these findings, we speculated that Egr2 favored the differentiation of liver-infiltrating monocytes into hLAMs, whereas the differentiation pathway was shifted toward moKCs in the absence of *Egr2*. To infer the mechanism underlying the alteration of differentiation pathways of *Egr2*^fl/fl^ and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ monocyte-derived macrophages, we performed trajectory analysis by using RNA velocity (scVelo)^25,26^. This analysis suggested that Ly6C^int^ monocytes differentiated mainly into cluster 6 in *Egr2*^fl/fl^ mouse (Fig. 5a, top left). On the other hand, in *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mouse, the differentiation pathways from monocytes and cluster 6 were directed toward cluster 3 (Fig. 5a, top right), suggesting the role of Egr2 in driving the differentiation of monocytes into hLAMs and in inhibiting the differentiation of hLAMs into moKCs (Fig. 5a, bottom). To validate this computational prediction in vivo, BM monocytes from ND-fed CD45.2^+^ *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mouse or *Egr2*^fl/fl^ littermate were transferred into CDA-HFD-fed CD45.1^+^ recipients (Fig. 5b, top). The kinetics of the transferred monocytes in the recipient liver was monitored by flow cytometry. This analysis showed that both *Lyz2*^Cre/+^.*Egr2*^fl/fl^ and *Egr2*^fl/fl^ monocytes differentiated into Ly6C^lo^F4/80^+^ monocyte-derived macrophages in 3 days (Fig. 5b, bottom). We found that *Egr2*^fl/fl^ monocyte-derived Ly6C^lo^F4/80^+^ macrophages expressed hLAM-associated genes such as *Spp1* and *Fabp5* in high levels compared with *Lyz2*^Cre/+^.*Egr2*^fl/fl^ monocyte-derived ones (Fig. 5c). Collectively, these results validated the computer prediction that Egr2 is required for the full maturation of hLAMs.

**Fig. 5:**
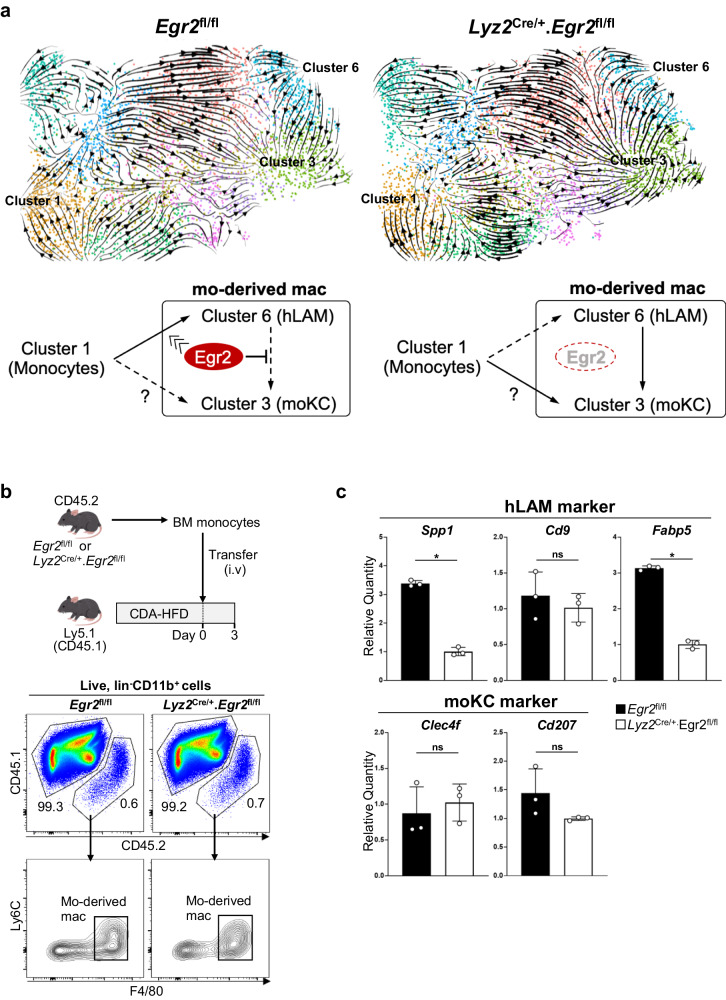
Egr2 favors the differentiation of liver-infiltrating monocytes into hLAMs. **a** RNA velocity field projected onto UMAP plots of reclustered monocytes and mo-derived mac from CDA-HFD-fed *Egr2*^fl/fl^ mouse (top left) and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mouse (top right) shown in Fig. 4b. Egr2 promotes the differentiation of Ly6C^hi^ monocytes (cluster 1) into hLAMs (cluster 6), and may also inhibit the differentiation of hLAMs into moKCs (cluster 3) in *Egr2*^fl/fl^ mouse (bottom left). In the absence of Egr2, the differentiation of Ly6C^hi^ monocytes (cluster 1) is shifted toward moKCs (cluster 3, bottom right). The conversion of hLAMs into moKCs is also accelerated. **b** Workflow of experimental strategy (top). FACS plots of CD11b^+^ cells from recipient liver (CD45.1^+^) show that *Egr2*^fl/fl^ or *Lyz2*^Cre/+^.*Egr2*^fl/fl^ CD45.2^+^ BM monocytes equally differentiated into F4/80^+^ macrophages in 3 days (bottom). Representative FACS plots of 3 mice/genotype are shown. **c** qPCR analysis of representative hLAM signatures (*Spp1*, *Cd9*, and *Fabp5*) and moKC signatures (*Clec4f* and *Cd207*) in donor mo-derived mac sorted from mice fed CDA-HFD for 7–8 weeks. Average quantities relative to *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice are shown. PCR triplicate. Representative results of two experiments are shown. Means ± SD are shown.*p < 0.05, *t*-test.

### Egr2 promotes the differentiation of monocytes into lipid-rich proinflammatory macrophages

To analyze the characteristics of different clusters (clusters 3 and 6) of monocyte-derived macrophages, we sought surface markers that can discriminate the two subsets by flow cytometry. 

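CD11c is encoded by *Itgax* and Mincle by *Clec4e*. Pooled over the CDA-HFD-fed mice, *Itgax* stood at 180 CPM in cluster 0 and 98.9 CPM in cluster 1, and *Clec4e* at 469 and 48.1 CPM. Between the genotypes, over all re-clustered cells, *Itgax* went from 129 CPM in the *Egr2* fl/fl mouse to 67.9 CPM in the *Lyz2* Cre/+.*Egr2* fl/fl mouse, a ratio of 0.525 (0.506 to 0.545). It was lower in the *Lyz2* Cre/+.*Egr2* fl/fl mouse in 7 of 8 clusters. *Clec4e* went from 257 to 268 CPM, a ratio of 1.04 (1.02 to 1.07).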

Among the DEGs (Supplementary Data 1) that were upregulated in cluster 6, we found that a combination of CD11c and Mincle was able to separate Tim4^-^CD11b^+^Ly6C^lo^F4/80^+^ monocyte-derived macrophages into CD11c^hi^Mincle^hi^ and CD11c^lo^Mincle^lo^ subfractions (Fig. 6a). The percentage of CD11c^hi^Mincle^hi^ macrophages in Ly6C^hi^F4/80^+^ macrophages was positively correlated with the progression of MASH (Supplementary Fig. 5a). To confirm whether CD11c^hi^Mincle^hi^ Ly6C^lo^F4/80^+^ cells and CD11c^lo^Mincle^lo^ Ly6C^lo^F4/80^+^ cells correspond to monocyte-derived macrophage clusters defined by scRNA-seq analysis, we sorted Tim4^-^Ly6C^lo^F4/80^+^CD11c^hi^Mincle^hi^ and Tim4^-^Ly6C^lo^F4/80^+^CD11c^lo^Mincle^lo^ cells, examined their gene expression by RNA-seq analysis, and compared the relative expression of signature genes discriminating clusters 3 and 6 defined by scRNA-seq and bulk RNA-seq data. Bulk RNA-seq analysis of Tim4^-^Ly6C^lo^F4/80^+^CD11c^hi^Mincle^hi^ cells yielded expression profiles concordant to those of cluster 6 defined by scRNA-seq analysis when marker genes were compared, whereas bulk RNA-seq analysis of Tim4^-^Ly6C^lo^F4/80^+^CD11c^lo^Mincle^lo^ cells gave expression profiles that were aligned with those of cluster 3 (Fig. 6b). GSEA showed that CD11c^hi^Mincle^hi^ macrophages yielded a gene expression pattern concordant to that of hLAMs (Fig. 6c, top). On the other hand, the gene expression pattern of CD11c^lo^Mincle^lo^ macrophages aligned well with that of moKCs (Fig. 6c, bottom). The differential expression of several hLAM markers (upregulated in CD11c^hi^Mincle^hi^ macrophages) and moKC markers (upregulated in CD11c^lo^Mincle^lo^ macrophages) was verified by qPCR (Supplementary Fig. 5b). By performing scRNA-seq analysis, we were able to show the reduction of cluster 6 and the expansion of cluster 3 in *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice with MASH (Fig. 4b, e). 

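Cells were also grouped by their scores without clusters. Of the re-clustered cells, 443 of 3667 of the *Egr2* fl/fl mouse, 12.1%, and 331 of 4065 of the *Lyz2* Cre/+.*Egr2* fl/fl mouse, 8.14%, had an hLAM score above the 90th percentile of all these cells, a difference of -3.94 points (-5.31 to -2.58). For the moKC score the shares were 9.79% and 10.2%, a difference of 0.419 points (-0.942 to 1.77) within counting error. Among the cells with the high hLAM scores, 46.9% lay in cluster 0, 39.4% in the Ly6C hi monocyte-like clusters and 6.33% in cluster 1. Of the cells with the high moKC scores, 91.3% lay in cluster 1.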

Consistent with the scRNA-seq data, CD11c and Mincle expression was decreased in *Lyz2*^Cre/+^.*Egr2*^fl/fl^ Tim4^−^Ly6C^lo^F4/80^+^ monocyte-derived macrophages (Fig. 6d). Furthermore, the percentage of CD11c^hi^Mincle^hi^ fraction of monocyte-derived macrophages was decreased, whereas that of CD11c^lo^Mincle^lo^ fraction of monocyte-derived macrophages was inversely expanded in *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice (Fig. 6e).

**Fig. 6:**
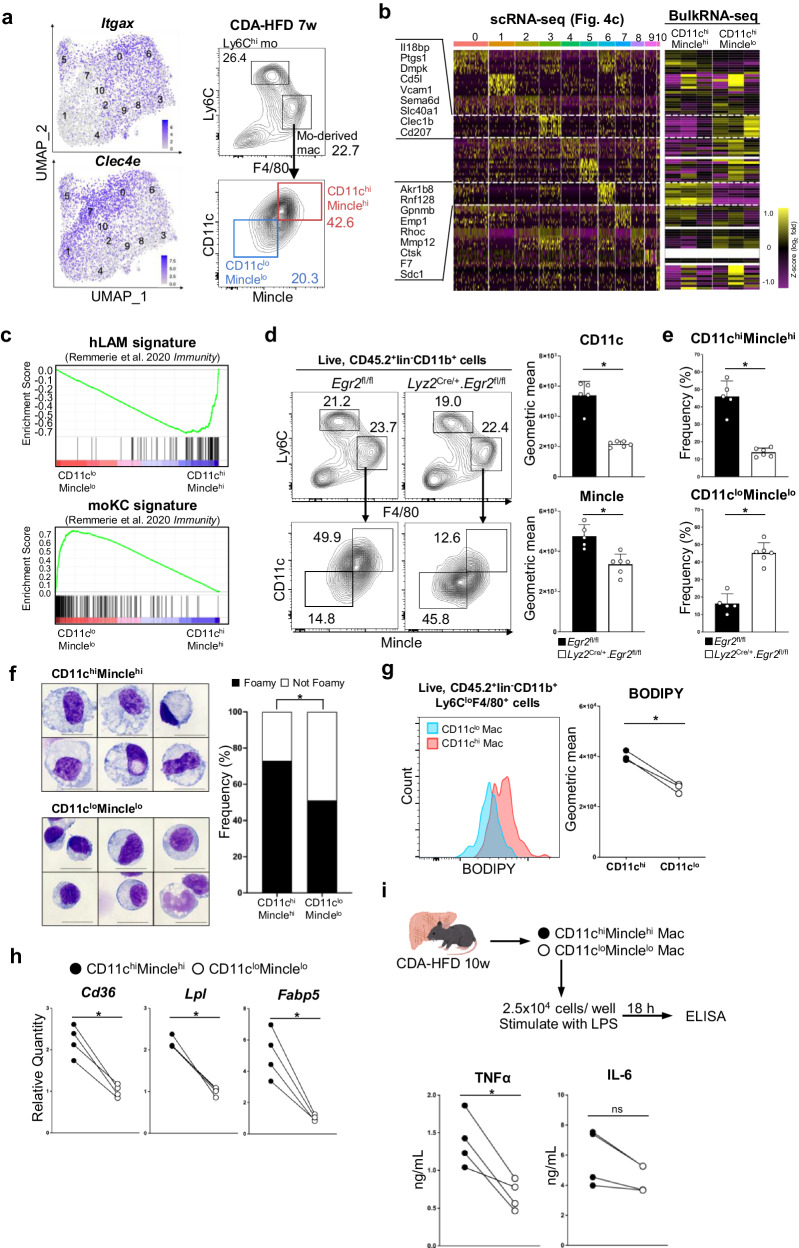
CD11c^hi^Mincle^hi^ hLAMs are pro-inflamatory. **a** Heatmap showing the expression of *Itgax* (encoding CD11c) and *Clec4e* (encoding Mincle) (left). The proportions of CD11c^hi^Mincle^hi^ macrophages (red) and CD11c^lo^Mincle^lo^ macrophages (blue) in CD45.2^+^lin^-^CD11b^+^Ly6C^lo^F4/80^+^ cells of mice fed CDA-HFD for 7 weeks. Lin includes CD90.2, B220, NK1.1, SiglecF, Ly6G, and Tim4. Representative FACS plots of five mice are shown. **b** Heatmap comparing the relative expression of marker genes discriminating clusters defined in Fig. 4b (left) and in bulk RNA-seq analysis (right) of sorted CD11c^hi^Mincle^hi^ macrophages and CD11c^lo^Mincle^lo^ macrophages from mice fed CDA-HFD for 7 weeks. **c** GSEA showing the enrichment of markers associated with hLAM (top) or moKCs (bottom) in CD11c^hi^Mincle^hi^ macrophages and CD11c^lo^Mincle^lo^ macrophages in MASH liver. **d** FACS plots showing the percentages of liver monocytes and macrophages in CD45.2^+^lin^-^CD11b^+^ cells (left). Lin includes CD90.2, B220, NK1.1, SiglecF, Ly6G, and Tim4. The surface expression of CD11c and Mincle on Ly6C^lo^F4/80^+^ macrophages is decreased in *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice compared with *Egr2*^fl/fl^ mice (right). Averages of 5-6 mice/genotype are shown with SD, *p < 0.05, *t*-test. **e** Bar graphs showing the frequency (%) of CD11c^hi^Mincle^hi^ macrophages (top) and CD11c^lo^Mincle^lo^ macrophages (bottom) among Ly6C^lo^F4/80^+^ macrophages. Averages of 5-6 mice/genotype are shown with SD. *p < 0.05, *t*-test. **f** Giemsa staining showing morphological features of CD11c^hi^Mincle^hi^ macrophages and CD11c^lo^Mincle^lo^ macrophages. CD11c^hi^Mincle^hi^ macrophages contained more lipid droplets than CD11c^lo^Mincle^lo^ macrophages. The frequencies of lipid-rich (foamy, black) and lipid-poor (not foamy, white) macrophages among more than 500 cells counted. *p < 0.05, Pearson’s chi-square test. Scale bars represent 20 µm. **g** Neutral lipid content of mo-derived mac from mice-fed CDA-HFD for 7 weeks was measured by flow cytometry (left). CD11c^hi^ macrophages (red) contained more neutral lipids than CD11c^lo^ macrophages (blue). Geometric mean of BODIPY fluorescence intensity (right). Each symbol represents an individual animal. *p < 0.05, paired *t*-test. **h** Gene expression of indicated lipid uptake markers (*Cd36*, *Lpl*, and *Fabp5*) was measured by qPCR. n = 4 mice/cell type. Average quantities relative to CD11c^lo^Mincle^lo^ macrophages are shown. Each symbol represents an individual animal. *p < 0.05, paired *t*-test. (**i**) Concentrations of pro-inflammatory cytokines (TNFα and IL-6) in the culture medium of CD11c^hi^Mincle^hi^ macrophages and CD11c^lo^Mincle^lo^ macrophages that were stimulated with LPS (0.1 µg/mL) overnight were quantified by ELISA. Each symbol represents an individual animal. n = 4/ cell type. *p < 0.05; ns not significant; paired *t*-test. **d**, **e**, **h** and **i** Each symbol represents an individual animal.

Microscopically, the majority of CD11c^hi^Mincle^hi^ macrophages corresponding to cluster 6 had abundant pale cytoplasm that was filled with clear vacuoles (“Foamy”, Fig. 6f, top and right). On the other hand, CD11c^lo^Mincle^lo^ macrophages corresponding to cluster 3 included a large number of cells that are round in shape with dense nuclei (“Not Foamy”, Fig. 6f, bottom and right). CD11c^hi^Mincle^hi^ macrophages contained more neutral lipids than their CD11c^lo^Mincle^lo^ counterparts, as measured by BODIPY staining (Fig. 6g). An enhanced *Cd36*, *Lpl*, and *Fabp5* expression may facilitate lipid uptake^27^ by CD11c^hi^Mincle^hi^ macrophages (Fig. 6h). Sorted CD11c^hi^Mincle^hi^ macrophages and CD11c^lo^Mincle^lo^ macrophages were stimulated in vitro with lipopolysaccharide (LPS). This analysis showed that CD11c^lo^Mincle^lo^ macrophages produced much less TNFα than CD11c^hi^Mincle^hi^ macrophages (Fig. 6i), and this may explain why liver fibrosis was alleviated in *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice. Overall, these findings indicate that Egr2 is required for the differentiation of monocytes into profibrotic, pro-inflammatory hLAMs in MASLD.

### Saturated fatty acids promote *Egr2* expression by infiltrating monocytes

As shown in Fig. 1h, *Egr2* expression was significantly upregulated in monocytes only after the infiltration into liver, suggesting that some environmental factors accumulated in MASLD liver induce *Egr2* expression by the infiltrating monocytes. Several in vitro studies have defined Egr2 as a signature of IL-4 and/or IL-13-dependent alternative macrophage activation^28–30^. However, our RNA-seq analysis indicated that IL-4 and IL-13 expression was minimal in MASH liver (Supplementary Data 2). We thus set out to determine the environmental factors that trigger *Egr2* expression in the infiltrating monocytes. The dysregulation of lipid metabolism results in the accumulation of several long-chain fatty acids in MASH in both mouse and human^31,32^. Therefore, we evaluated the effect of long-chain saturated fatty acids on Egr2 induction. Saturated fatty acids upregulated *Egr2* mRNA expression in bone marrow-derived macrophages (BMDMs) in a dose-dependent fashion in 6 h (Fig. 7a, top). On the other hand, long-chain unsaturated fatty acids, oleic acid and palmitoleic acid, did not induce *Egr2* expression (Fig. 7a, bottom). Furthermore, addition of unsaturated fatty acids repressed the saturated fatty acid-induced *Egr2* upregulation (Fig. 7b). Having found that unsaturated fatty acids antagonize the upregulation of *Egr2* by saturated fatty acids, we tested whether unsaturated fatty acids control monocyte differentiation in vivo by administrating oleic acid for 2 weeks to MASH mice. This analysis showed that the percentage of CD11c^hi^Mincle^hi^ hLAMs among Tim4^-^Ly6C^hi^F4/80^lo^ monocyte-derived macrophages was significantly reduced by oral oleic acid (Fig. 7c). Collectively, these findings suggest that the long-chain saturated fatty acids are one of MASH liver-specific environmental cues that induce Egr2 expression by liver-infiltrating monocytes and that the differentiation into hLAMs can be impeded by oleic acid treatment in MASH.

**Fig. 7:**
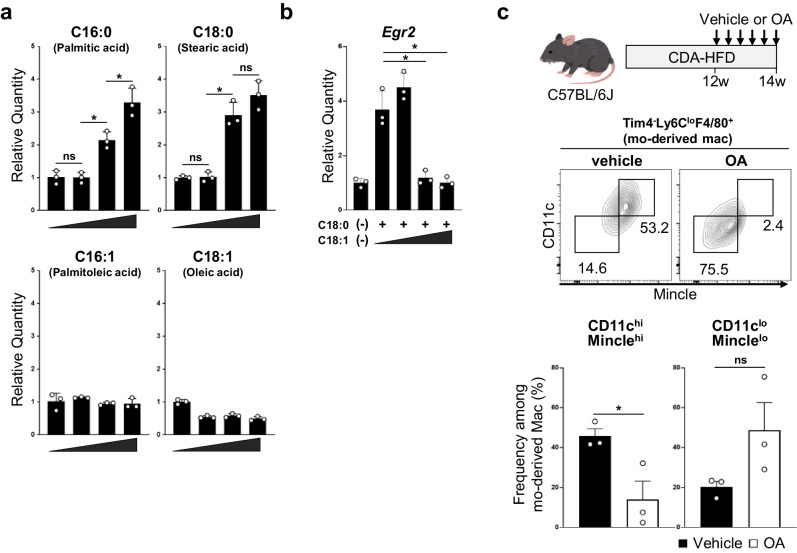
Saturated fatty acids stimulate the expression of *Egr2* in macrophages. **a** qPCR analysis of *Egr2* mRNA levels of BMDMs that were stimulated with saturated fatty acids (C16:0, palmitic acid and C18:0, stearic acid, top) or unsaturated fatty acids (C16:1, palmitoleic acid and C18:1, oleic acid, bottom) at the concentration of 0, 25, 100, or 400 µM for 6 h. **b** Oleic acid repressed the expression of *Egr2* induced by saturated acid. BMDMs were stimulated with 200 µM saturated fatty acid (C18:0) in the presence of 0, 100, 200, or 400 µM unsaturated fatty acid (C18:1) for 6 h. (-) indicates vehicle control. **a** and **b** n = 3/condition. Experiments are performed twice in triplicate. Means ± SD are shown. *p < 0.05; ns not significant, one-way ANOVA. **c** MASH mice were orally administered with vehicle or oleic acid (OA) for 2 weeks. Percentage of CD11c^hi^Mincle^hi^ hLAMs among monocyte-derived macrophages was reduced by oleic acid (OA) administration in MASH mice. n = 3 mice. Means ± SEM are shown. *p < 0.05, *t*-test. Each symbol represents an individual animal.

## Discussion

Recent studies have disclosed that monocyte-derived macrophages are more heterogeneous than previously considered, that is, the recruited macrophages include at least two subsets with distinct activation states that resemble KCs thereby called moKCs and hLAMs^8,11,33^. In this study, we showed that Egr2 played a central role in driving the differentiation of monocytes into hLAMs in MASH liver. In WT mice, infiltrating monocytes gave rise mainly to hLAMs. In *Egr2*-deficient mice, on the other hand, we found that the differentiation of liver-infiltrating monocytes was biased toward moKCs. RNA velocity analysis placed moKCs at the downstream of hLAMs in MASH (Fig. 5a). 

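Pooled over the CDA-HFD-fed mice, *Egr2* stood at 52.6 CPM (49.8 to 55.5) in cluster 0, which had the higher hLAM score, and at 28.5 CPM (26.9 to 30.3) in the moKC-like cluster 1, a ratio of 0.543 (0.500 to 0.588). In cluster 0 it went from 81.6 CPM in the *Egr2* fl/fl mouse to 26.2 CPM in the *Lyz2* Cre/+.*Egr2* fl/fl mouse, a ratio of 0.321 (0.283 to 0.363). In cluster 1 it went from 49.7 to 4.95 CPM, a ratio of 0.0996 (0.0792 to 0.124).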

As *Egr2* expression level was lower in moKCs than in hLAMs (Supplementary Fig. 4e), the downregulation of *Egr2* in hLAMs may be associated with the conversion of hLAMs into moKCs and the subsequent amelioration of liver fibrosis. 

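The Ly6C hi monocyte-like clusters 4 and 5 differed in *Clec4e*, at 225 and 1108 CPM, in *F10*, at 176 and 343 CPM, and in *Itgax*, at 7.66 and 49.5 CPM, pooled over the CDA-HFD-fed mice. *Egr2* stood at 13.6 CPM in cluster 4 and 45.6 CPM in cluster 5.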

Our scRNA-seq analysis identified transcriptionally distinct Ly6C^hi^ monocyte subsets, clusters 1 and 4 (Fig. 4b) in MASH liver. Although the RNA velocity analysis did not predict a differentiation of cluster 4 into macrophages, we cannot exclude the possibility that hLAMs and moKCs arise from different monocyte subsets. We noticed that the reduction of hLAMs was not overtly prominent in *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice compared with *Egr2*^fl/fl^ mice. This may be ascribed to the functional redundancy of another Egr family transcription factor Egr1^34^ that was upregulated in *Lyz2*^Cre/+^.*Egr2*^fl/fl^ macrophages when compared to *Egr2*^fl/fl^ macrophages (Supplementary Fig. 3b). 

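A cluster could be named hLAM-like in 10 of 13 settings of the clustering. The summed share of the clusters so named was lower in the *Lyz2* Cre/+.*Egr2* fl/fl mouse in 10 of the 10, by between -4.39 and -0.764 points. The interval of this difference lay below 0 in 4 of the 10. At resolution 2.0 the name fell on a larger cluster (561 cells) and a smaller one (263 cells). The larger had a higher share in that mouse, by 0.890 points (-0.285 to 2.06), within counting error. The smaller had a lower share, by -1.88 points (-2.73 to -1.05). Over the same mice, *Egr1* went from 80.9 to 75.3 CPM in the re-clustered cells, a ratio of 0.931 (0.894 to 0.969), and *Egr3* from 4.91 to 6.07 CPM, a ratio of 1.24. *Egr1* was lower in the *Lyz2* Cre/+.*Egr2* fl/fl mouse in 3 of the 8 clusters with at least 100 cells of each mouse, with ratios from 0.463 to 1.23, and its ratio was 1.04 in cluster 0 and 1.23 in cluster 1.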

Previously, KCs were thought to play an important role in the initiation of MASLD^35,36^. Recently however, roles played by monocyte-derived macrophages are found to be more predominant in the development of liver fibrosis in MASH^13,37^. Overall, we provided evidence that the reduction of hLAMs, a subset of monocyte-derived macrophages, alleviates liver fibrosis in MASH, demonstrating their profibrotic role in vivo. Changes between immune cell types other than monocytes and macrophages, which was not analyzed in detail in this study, may also contribute to the development of liver fibrosis.

By using CD11c and Mincle, we separated the monocyte-derived macrophages into CD11c^hi^Mincle^hi^ hLAMs and CD11c^lo^Mincle^lo^ moKCs. Although we were unable to identify the effector molecule responsible for the promotion of liver fibrosis by CD11c^hi^Mincle^hi^ hLAMs, we found that CD11c^hi^Mincle^hi^ hLAMs produced larger amount of proinflammatory cytokines than CD11c^lo^Mincle^lo^ moKCs. CD11c and Mincle are markers for macrophages constituting a unique structure named crown-like structure (CLS) in adipose tissue and liver. The CLS-forming macrophages crosstalk with dead hepatocytes, promoting inflammation and fibrosis from MASH^19^. In good agreement with the profibrotic role of CLS-forming macrophages in MASH, we showed that the proportion of CD11c^hi^Mincle^hi^ hLAMs was reduced in *Egr2*-deficient mice, which may explain why fibrosis was ameliorated in the absence of *Egr2*. In this study, we could not determine exactly how Egr2 control the differentiation of hLAMs. As several transcription factors known to regulate monocyte-derived macrophage differentiation were not largely affected by the absence of *Egr2* (Supplementary Fig. 3c), we speculate that Egr2 either directly or indirectly regulate the transcription of hLAM-associated genes without impeding the differentiation of monocytes into macrophages.

Once monocytes arrive at their tissue of destination, they undergo extensive differentiation depending on the environmental cues provided by tissue-specific niches, enabling their development into specialized macrophages that support local tissue function^38,39^. Following non-inflammatory KC depletion, Notch ligand expressed by liver sinusoidal endothelial cells (LSECs) rapidly activates poised enhancers to induce KC lineage-determining factor LXRα in monocytes^40^. In intact liver, hepatocyte-derived desmosterol, a cholesterol precursor, and LSEC-derived TGF-β coordinately convert infiltrating monocytes into Kupffer-like cells in 2 weeks. However, environmental factors that initiate the differentiation program of monocyte-derived macrophages in MASLD were not identified. Comprehensive lipidomic analysis of MASH patient livers specified a signature of lipid species discriminating MASH patients from healthy or steatosis patients^32^. That study revealed the accumulation of long-chain fatty acids as a result of dysregulated FADS1 desaturase activity with 100% specificity and sensitivity in MASH patients. Here, we showed that long-chain saturated fatty acids but not their unsaturated counterparts induced *Egr2* expression in monocytes and macrophages. Even more, we found that one of unsaturated fatty acids, oleic acid downregulated *Egr2* level in saturated-fatty acid-treated macrophages. How monocytes discriminate saturated or unsaturated fatty acids in the context of *Egr2* transcription should be determined. Strikingly, oral administration of oleic acid reduced the proportion of hLAMs in monocyte-derived macrophages in only 2 weeks. Although we demonstrated that the oral administration of oleic acid inhibits the differentiation of monocytes into hLAMs in MASH mice, long-term suppression of liver fibrosis was not examined in this study. It is intriguing whether oral oleic acid therapy can suppress the progression of liver fibrosis from simple steatosis in MASH.

*Egr2* is upregulated not only in CDA-HFD-induced MASH model but also in HFD- and AMLN-induced MASH models^9,11^. Ramachandran’s group reported that *Egr2* level is enhanced in liver macrophages of human MASH patients^13^. These reports suggest that Egr2 plays a key role in promoting the differentiation of monocytes into hLAMs both in mouse and human.

Egr2 is indispensable for maintaining the unique functions and characteristics of alveolar macrophages^41^. In lung, Egr2 is induced by local GM-CSF and TGF-β in a PPAR-γ-dependent manner in infiltrating monocytes. These findings suggest that the upregulation of Egr2 driven by a niche-specific factor is a conserved monocyte-derived macrophage response that is present across different tissues. In T cells, Egr2 plays an important role for the maintenance of T cell anergy^42^. LAG3^+^CD4^+^CD25^-^ regulatory T cells produce a large amount of TGF-β3 in an Egr2-dependent manner, which is responsible for the suppression of systemic humoral immune response in a mouse model of lupus^43^. Thus, although Egr2 might be a target for liver fibrosis in MASH, Egr2 should be targeted selectively in monocytes and macrophages in order not to inhibit protective responses by LAG3^+^CD4^+^CD25^-^ regulatory T cells.

## Methods

### Mice

Six- to twelve-week-old C57BL/6J mice and CD45.1 congenic mice were purchased from CLEA Japan and Sankyo Labo Service, respectively. LyzM-Cre mice (*Lyz2*-Cre) were provided by RIKEN BRC^44^. *Egr2*-flox mice were kindly provided by Dr. Charnay^20^. All mice were bred in specific pathogen-free animal facilities. We have compiled with all relevant ethical regulations for animal use.

### Mouse model of MASH

Male mice (6- to 12-week-old) were fed choline-deficient, L-amino acid-defined high-fat diet (CDA-HFD, Research Diets, NJ, U.S.A.) containing 0.1% methionine and 62% kcal fat. In some experiments, mice were given 200 mg/kg oleic acid in 250 μL distilled water or vehicle control by oral gavage 3 times a week for 2 weeks. Serum AST and ALT concentrations were determined enzymatically with a biochemical analyzer, DRI-CHEM NX500sV (Fujifilm).

### Purification of spleen lymphocytes

Spleen was squeezed between glass slides, and the cell suspension was filtered through nylon mesh. Red blood cells were lysed with 1x Pharm Lyse (BD Biosciences) for 2 min. Cells were pre-incubated with Fc-blocker (Clone 93, BioLegend) for 5 min on ice and then stained with a mixture of antibodies against surface proteins (detailed in Table 1) for 30 min on ice. Dead cells were excluded by using 7-AAD (Miltenyi Biotech). T cells and B cells were sorted with a FACSAria III (BD Biosciences) cell sorter.

**Table 1:** Antibodies

Antibodies	Sourse	Clone
Brilliant Violet 510™ anti-mouse CD45.1	BioLegend	A20
PE anti-mouse CD45.2	BioLegend	104
Brilliant Violet 421™ anti-mouse CD45.2	BioLegend	104
FITC anti-mouse CD45.2	BioLegend	104
Biotin anti-mouse CD45.2	BioLegend	104
Brilliant Violet 421™ anti-mouse/human CD11b	BioLegend	M1/70
APC/Cyanine7 anti-mouse/human CD11b	BioLegend	M1/70
Alexa Fluor® 488 anti-mouse Ly-6C	BioLegend	HK1.4
PE anti-mouse Ly-6C	BioLegend	HK1.4
PE/Cyanine7 anti-mouse F4/80	BioLegend	BM8
APC/Cyanine7 anti-mouse Ly-6G	BioLegend	1A8
PerCP/Cyanine5.5 anti-mouse Ly-6G	BioLegend	1A8
PerCP/Cyanine5.5 anti-mouse CD90.2 (Thy1.2)	BioLegend	53-2.1
PerCP anti-mouse CD90.2 (Thy1.2)	BioLegend	30-H12
PerCP/Cyanine5.5 anti-mouse/human CD45R/B220	BioLegend	RA3-6B2
PerCP-Cy™5.5 Rat Anti-Mouse CD45R/B220	eBioScience	RA3-6B2
PerCP/Cyanine5.5 anti-mouse NK-1.1	BioLegend	PK136
PerCP-Cy™5.5 Rat Anti-Mouse Siglec-F	eBioScience	E50-2440
PerCP/Cyanine5.5 anti-mouse CD170 (Siglec-F)	BioLegend	S17007L
APC anti-mouse Tim-4	BioLegend	RMT4-54
PerCP/Cyanine5.5 anti-mouse Tim-4	BioLegend	RMT4-54
Alexa Fluor® 647 anti-mouse Tim-4	BioLegend	F31-5G3
APC anti-mouse CD11c	BioLegend	N418
PE anti-mouse CD19	BioLegend	6D5
APC anti-mouse CD3ε	BioLegend	145-2C11
APC anti-mouse CD115 (CSF-1R)	BioLegend	AFS98
Anti-Mincle (Mouse) mAb-Biotin	MBL	1B6
Purified anti-mouse Tim4	BioLegend	RMT4-54
Biotin anti-mouse F4/80	BioLegend	CI;A3-1
Biotinylated anti-rat IgG (H + L)	proteintech	-

### Isolation of liver leukocytes

Mice were deeply anesthetized with a mixture of medetomidine (0.3 mg/kg weight), midazolam (4 mg/kg weight), and butorphanol (5 mg/kg weight). The liver was perfused with 25 mL of pre-warmed Liver Perfusion Medium (Thermo Fisher Scientific) followed by 25 mL of pre-warmed collagenase perfusion solution (0.5 mg/mL Collagenase IV (Gibco), 136 mM NaCl, 5.4 mM KCl, 5 mM CaCl_2_, 0.5 mM NaH_2_PO_3_, 0.42 mM Na_2_HPO_3_, 10 mM HEPES, pH 7.5, 5 mM glucose, and 4.2 M NaHCO_3_) at a rate of 3 mL/min with a Perista pump (ATTO, Japan) through the portal vein. The liver was carefully removed, minced, and further digested in 25 mL of collagenase perfusion solution for 25 min at 37 °C under gentle rotation. After the enzymatic digestion, cells were passed through a 70-μm cell strainer (BD Biosciences). Hepatocytes were removed by three to five cycles of centrifugation at 100 × *g* for 2 min. Non-parenchymal cells including leukocytes in the supernatant were centrifuged in 50 mL of serum-free DMEM at 500 × *g* for 10 min at 4 °C before proceeding to antibody staining for flow cytometry.

### In vivo transfer of BM monocytes

BM monocytes were enriched by magnetic sorting with Monocyte Isolation Kit (Miltenyi Biotech) and autoMACSpro separator (Miltenyi Biotech) from naïve CD45.2^+^ *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mice or *Egr2*^fl/fl^ mice. Those monocytes were transferred intravenously into CD45.1^+^ MASH-induced mice. Differentiation of transferred monocytes in the recipient liver was analyzed 3 days after the injection.

### Flow cytometry of liver leukocytes

For flow cytometric measurements, cells were pre-incubated with Fc-blocker (Clone 93, BioLegend) for 5 min on ice and then stained with a mixture of antibodies against surface proteins (detailed in Table 1) for 30 min on ice. Dead cells were excluded by using DAPI (Dojindo) or 7-AAD (Miltenyi Biotech). In some experiments, CD45.2^+^ leukocytes were enriched by magnetic sorting using autoMACSpro (Miltenyi Biotech) before flow cytometry. Cell suspensions were analyzed with a BD FACSCelesta or a FACSAria III (BD Biosciences) cell sorter. Data analysis was performed using FlowJo v10 software (Becton Dickinson and Company).

### Quantitative real-time PCR (qPCR)

Total RNA from the sorted cells was extracted with an RNeasy Mini Kit, Micro Kit (QIAGEN, Netherlands), or a FavorPrep Total RNA Extraction Column (Favorgen, Taiwan) according to the manufacturers’ protocols. For qPCR, complementary DNAs (cDNAs) were synthesized by using ReverTra Ace (TOYOBO, Japan). qPCR was performed on cDNA using a THUNDERBIRD SYBR qPCR Mix (Toyobo, Japan). Expression levels were normalized to 18S ribosomal RNA (rRNA). Primer sequences are summarized in Table 2.

**Table 2:** PCR primer sequences

Gene name	Sequence(5’→3’)	
qPCR primers		
*Rn18s*	Fwd	CGGACAGGATTGACAGATTG
	Rev	CAAATCGCTCCACCAACTAA
*Egr2*	Fwd	CTACCCGGTGGAAGACCTC
	Rev	AATGTTGATCATGCCATCTCC
*Timp1*	Fwd	GCAAAGAGCTTTCTCAAAGACC
	Rev	AGGGATAGATAAACAGGGAAACACT
*Col1a1*	Fwd	CATGTTCAGCTTTGTGGACCT
	Rev	GCAGCTGACTTCAGGGATGT
*Acta2*	Fwd	GACACCACCCACCCAGAGT
	Rev	ACATAGCTGGAGCAGCGTCT
*Tgfb1*	Fwd	GGACTCTCCACCTGCAAGAC
	Rev	GACTGGCGAGCCTTAGTTTG
*Tnf*	Fwd	TCTTCTCATTCCTGCTTGTGG
	Rev	GGTCTGGGCCATAGAACTGA
*Il1b*	Fwd	GGATGAGGACATGAGCACCT
	Rev	AGCTCATATGGGTCCGACAG
*Spp1*	Fwd	GGAAACCAGCCAAGGTAAGC
	Rev	TGCCAATCTCATGGTCGTAG
*Cd9*	Fwd	GATATTCGCCATTGAGATAGCC
	Rev	TGGTAGGTGTCCTTGTAAAACTCC
*Fabp5*	Fwd	TGAAAGAGCTAGGAGTAGGACTG
	Rev	CTCTCGGTTTTGACCGTGATG
*Trem2*	Fwd	TGGGACCTCTCCACCAGTT
	Rev	GTGGTGTTGAGGGCTTGG
*Mmp12*	Fwd	TCAATTGGAATATGACCCCCTG
	Rev	ACCAGCAAGCACCCTTCACTAC
*F7*	Fwd	AATGAGCAGCTGATCTGTGC
	Rev	GCAGGACACCTCATCTGGCT
*Atp6v0d2*	Fwd	AAGCCTTTGTTTGACGCTGT
	Rev	TGAATGCCAGCACATTCATC
*Ctsk*	Fwd	GCAGAGGTGTGTACTATGA
	Rev	GCAGGCGTTGTTCTTATT
*Cd36*	Fwd	GGAGCCATCTTTGAGCCTTCA
	Rev	GAACCAAACTGAGGAATGGATCT
*Lpl*	Fwd	ACAAGGTCAGAGCCAAGAGAAG
	Rev	TGGTTGTGTTGCTTGCCATC
*Cd207*	Fwd	CCGAAGCGCACTTCACAGT
	Rev	GCAGATACAGAGAGGTTTCCTTA
*Clec1b*	Fwd	GTGATGGCTTTAGTTCTGCTGAT
	Rev	CTTTTGCTGTGTGACCGACA
*Clec4f*	Fwd	GAGGCCGAGCTGAACAGAG
	Rev	TGTGAAGCCACCACAAAAAGAG
*Cd163*	Fwd	CCTGGATCATCTGTGACAACA
	Rev	TCCACACGTCCAGAACAGTC
*Nr1h3*	Fwd	GAAATGCCAGGAGTGTCGAC
	Rev	AAGCGGATCTGTTCTTCTGACAG
*Atf3*	Fwd	CTCTGCCATCGGATGTCCTC
	Rev	GTTTCGACACTTGGCAGCAG
*Bhlhe40*	Fwd	GACCGGATTAACGAGTGCAT
	Rev	TGCTTTCACGTGCTTCAACG
*Pparg*	Fwd	TGTGGGGATAAAGCATCAGGC
	Rev	CCGGCAGTTAAGATCACACCTAT
*Rbpj*	Fwd	ATGGACTACTCGGAGGGCTT
	Rev	AGCACTGTTTGATCCCCTCG
*Nfil3*	Fwd	GAACTCTGCCTTAGCTGAGGT
	Rev	ATTCCCGTTTTCTCCGACACG
Genotyping primers		
Lyzs_pro		GCATTGCAGACTAGCTAAAGGCAG
Lyzs_ex1_r		GTCGGCCAGGCTGACTCCATAG
Cre8		CCCAGAAATGCCAGATTACG
Egr2_flox_p4		GGGAGCGAAGCTACTCGGATACGG
Egr2_flox_p5		GTTGCTCTGTAGTGTTGGAATCATG

### Quantitation of TNFα and IL-6 concentrations

Sorted liver macrophages were stimulated in vitro with 0.1 μg/mL LPS (O55:B5, Sigma) for 24 h. TNFα and IL-6 concentrations in the culture medium were determined by ELISA MAX^TM^ Standard Set Mouse (BioLegend) according to the manufacturer’s protocols.

### Hepatic triglyceride level

Total lipids in the liver were extracted with ice-cold 2:1 (vol/vol) chloroform/methanol. Hepatic triglyceride (TG) concentrations were determined using LabAssay^TM^ Triglyceride (FUJIFILM Wako, Japan).

### Hydroxyproline assay

Hydroxyproline content was measured by using a Hydroxyproline Assay Kit (Sigma) according to the manufacturer’s protocol. In brief, ~100 mg of minced liver was homogenized in a homogenizer (Shakeman 6, BMS, Japan). The homogenate was hydrolyzed with 6 N HCl at 110–120°C for 4 h. After the addition of activated charcoal powder and centrifugation at 20,000 × *g* for 3 min, 12.5 µL of supernatant was transferred onto a 96-well plate that was placed over a 60 °C-heat block to dry the samples. Fifty microliters of chloramine T/oxidation buffer mixture was added to each well, and incubation was carried out at RT for 5 min. Then, an equal volume of diluted DMAB reagent was added, and incubation was accomplished at 60 °C for 30 min. The absorbance at 560 nm was measured with an iMark^TM^ Microplate Reader (Bio-Rad, U.S.A.).

### Histopathology

Liver tissue was fixed in 10% formaldehyde and embedded in paraffin. 4-μm-thick sections were prepared by a microtome and mounted on silanized glass slides. De-paraffinized sections were stained with either hematoxylin and eosin (H&E) or picrosirius red solution (0.1% Direct Red 80 [Sigma-Aldrich, Missouri, U.S.A.] in saturated aqueous picric acid [Muto chemical, Japan]). The sections were then serially immersed in 70%, 80%, 90%, and 100% ethanol, permeabilized in xylene, and mounted in Marinol (Muto Chemical, Japan). The stained sections were observed under a light microscope (BZ-X700, KEYENCE, Japan). Sirius red positive area was quantitated by using ImageJ Fiji software.

### Immunohistochemistry

For the visualization of F4/80 and Tim4, 8-μm-thick fresh frozen sections were immersed in 0.5% H_2_O_2_/methanol to quench endogenous peroxidase activity. Sections were then blocked with Biotin-Blocking System (DAKO) and then with 0.1 M Tris-HCl, pH 8.0/150 mM NaCl/0.05% Tween x20 (TN blocking buffer). Those sections were incubated with either biotinylated anti-F4/80 (2 μg/mL, BioLegend, Clone CI:A3-1), or rat IgG anti-Tim4 (2 μg/mL, BioLegend, Clone RMT4-54) and biotinylated-anti-rat IgG (×250, proteintech), in TN blocking buffer. Signals were amplified by using TSA Biotin System (AKOYA Biosciences). Biotin-conjugated antigens were detected by Alexa Fluor 750-conjugated streptavidin (Invitrogen). Nuclei were visualized by DAPI. Stained sections were mounted in FluorSave (Millipore) and observed under a fluorescent microscope (BZ-X700, KEYENCE, Japan).

### In vitro induction of Egr2 in BMDMs

Femurs and tibias of C57BL/6 mice were used for BM cell collection. BM cells were cultured in DMEM supplemented with 10% FBS/10% CMG14-12 conditioned medium/100 U/mL penicillin-streptomycin (Thermo Fisher Scientific). The medium was replaced on day 3 to remove non-adherent cells. BMDMs were harvested on day 5 or 6, seeded on a 96-w plate, and cultured for another 24 h. BMDMs were stimulated with 0–400 μg/mL of palmitic acid (Cayman), palmitoleic acid (Tokyo Chemical Industry), stearic acid (Fujifilm), or oleic acid (Fujifilm) for 6 h. Then, BMDMs were lysed with Buffer RLT (Qiagen) or FARB buffer (Favorgen) for total RNA extraction.

### RNA-sequencing analysis

Total RNA from sorted cells was extracted with either TRIzol LS reagent (Thermo Fisher Scientific), Favorgen RNA Kit (Favorgen), or RNeasy Micro Kit (QIAGEN). cDNA was synthesized and amplified using a SMART-Seq HT Kit (Clontech). RNA-seq libraries were prepared using a Nextera XT Kit (Illumina). Single-end 75-bp sequencing was conducted on a NextSeq 500 platform (Illumina). For low-input RNA-seq analysis of CD11c^hi^Mincle^hi^ Ly6C^lo^F4/80^+^ macrophages and CD11c^lo^Mincle^lo^ Ly6C^lo^F4/80^+^ macrophages, cDNA was synthesized and amplified using an NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs). RNA-seq libraries were prepared using an NEBNext Ultra II Directional RNA Library Prep Kit (New England BioLabs). Paired-end 150-bp sequencing was conducted on an Illumina NovaSeq 6000 platform (Illumina).

Adaptor sequences were removed from raw data using Trimmomatic (ver. 0.36 or 0.39). Sequencing reads after trimming were aligned to a mouse reference genome sequence (GRCm38/mm10) in HISAT2 (ver. 2.2.1). PCR duplicates were removed by using Picard (ver.2.23.9). Read counts per gene were calculated using Cufflinks (ver. 2.1.1) or FeatureCounts (ver. 2.0.1) followed by conversion into transcripts per kilobase million (TPM) based on UCSC mm10. PCA and hierarchical clustering analysis were performed AltAnalyze software^45^. GO enrichment analysis was performed with the PANTHER Classification System^46^. Gene set enrichment analysis was performed using GSEA software (ver. 4.1.0). Standard parameters with gene set permutation type were used for the analysis and differences were considered significant with FDR < 0.25. Gene sets used in this project are listed in Supplementary Data 3.

### scRNA-seq analysis

CD45.2^+^Lin (CD90.2, B220, NK1.1, SiglecF)^-^CD11b^+^ liver cells from ND-fed or CDA-HFD-fed *Egr2*^fl/fl^ mouse or *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mouse (one mouse per group) were sorted by FACSAriaIII. Each cell sample was stained with biotin anti-mouse CD45.2 and with different DNA barcode-conjugated PE-streptavidins (BioLegend TotalSeq PE-Streptavidin [A951, A952, A953, and A954]) to identify its origin. Then, the sorted cells were pooled and subjected to scRNA-seq using a BD Rhapsody^TM^ Single-Cell Analysis System (BD Biosciences), and resultant cDNA was amplified by TAS-Seq protocol as previously described^47^ by ImmunoGeneTeqs Inc. Briefly, on-beads cDNA was poly C tailed under stochastic termination condition by terminal transferase, deoxycytidine, and spiked-in dideoxycytidine. Then, second-strand synthesis and whole-transcriptome amplification were performed by PCR. Size distribution of cDNA and TotalSeq PE-streptavidin libraries was analyzed by a MultiNA system (Shimadzu). The resultant cDNA library was processed into a sequencing library by using an NEBNext Ultra II FS DNA Library Prep Kit for Illumina (New England Biolabs), and sequencing adapters were added to associated TotalSeq PE-streptavidin libraries by PCR. Sequencing was performed by an Illumina NovaSeq 6000 sequencer (Illumina, San Diego, CA, USA) and a NovaSeq 6000 S4 Reagent Kit v1.5 (200 cycles). Pooled library concentration was adjusted to 2.0 nM, and 12% PhiX control library v3 (Illumina) was spiked into the library. The sequencing configuration is as follows: read1 67 base pairs [bp], read2 151 bp, index1 8 bp, and index2 8 bp. Adapter trimming, quality filtering, and mapping to the cell barcode and GRCm38-101 reference transcriptome or TotalSeq PE-streptavidin reference of fastq files were performed by using a previously described pipeline (https://github.com/s-shichino1989/TAS-Seq)^47^. Demultiplexing of scRNA-seq data by TotalSeq PE-streptavidin was performed by using a previously described pipeline (https://github.com/s-shichino1989/TASSeq)^47^.

The resultant gene-expression count matrix was processed for downstream single-cell analyses (integration of four datasets [A951, A952, A953, and A954], UMAP dimension reduction, cell cluster identification, conserved marker identification) using Seurat ver. 4.1.1 in R ver. 4.2.1^48^. Briefly, A951, A952, A953, and A954 datasets were integrated with merge functions of Seurat. Cells that contained a percentage of mitochondrial transcripts >25% were filtered out. 

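The median share of mitochondrial counts per cell was 2.10% and 2.06% in the ND-fed *Egr2* fl/fl and *Lyz2* Cre/+.*Egr2* fl/fl mice and 2.02% and 2.09% in the CDA-HFD-fed ones. The limit removed 1, 2, 4 and 3 cells of these mice, 10 in all. A limit of 10% left 1700, 1574, 5842 and 6156 cells. It would remove 52 of the re-clustered cells.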

PCA analysis was performed against 5054 of highly-variable genes identified by FindVariableFeatures (selection.method = mvp, mean.cutoff = c(0.1, Inf), dispersion.cutoff = c(0.5, Inf)) function in Seurat. 

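The paper's text does not name the scale factor of the log normalization. At a scale factor of 1000000, this selection gave 5054 genes on the deposited counts, the same number, and at Seurat's usual 10000 it gave 2858. The larger factor was used, a choice made in advance from the colour scale of Supplementary Fig. 4b.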

1:57 PCs were selected by Jackstraw analysis and used for clustering analysis. Resolution was set as 1.0 for the FindCluster function. UMAP was performed on significant PCs for visualization in two dimensions. Next, marker genes in each cell cluster were defined by FindAllMarkers function in Seurat (test method = wilcox, minimum expression in each cluster R 20%). In sub-clustering analysis of cluster 0,2,4,6,7,9,10, and 11, PCs were set to 1:95. The resolution of FindCluster function was set to 1.0. Average gene expression in each cluster was calculated by AverageExpression function in Seurat. To assess the characteristics of each macrophage cluster, the module score was calculated with Addmodule score function^24^ of Seurat package. Gene sets used in this project are listed in Supplementary Data 4.

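Of the moKC genes, 9 were also on the lists of hepatocyte, red blood cell or platelet genes that had been written to watch for RNA from other cells. Without them, the difference in moKC score between clusters 0 and 1 was 0.591. The legend of Fig. 4f attaches the larger gene number to the hLAM score, while Supplementary Data 4 holds the larger set for moKCs.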

### RNA velocity analysis

For RNA velocity analysis, cDNA reads were mapped to reference genome (build GRCm38_101) as described previously^49^. Then, BAM file was splitted by valid cell barcodes by using nim ver.1.0.6 and hts-nim ver.0.2.23. Resultant BAM files were processed into loom files by using velocyto run with -c and -U options, and the loom files were concatenated by loompy.combine function. RNA velocity estimation of monocyte/macrophages in *Egr2*^fl/fl^ mouse or *Lyz2*^Cre/+^.*Egr2*^fl/fl^ mouse was performed by using scVelo^25^ with reticulate package in R ver.4.2.1. Briefly, gene filtering and normalization of *Egr2*^fl/fl^ and *Lyz2*^Cre/+^.*Egr2*^fl/fl^ data was performed by filter_and_normalize function (min_shared_counts=as.integer (30), min_shared_cells=5), and moments were calculated pp.moments function (n_pcs=35, n_neighbors=30, use_highly_variable=FALSE). Velocity graph was calculated by using tl.velocity function (mode=’dynamical’, use_highly_variable=FALSE) and tl.veelocity_graph function, and visualized by pl.velocity_embedding_stream function (min_mass = 2, size = 15).

### Evaluation of lipid uptake by liver macrophages

The morphology of sorted liver CD11c^hi^Mincle^hi^ Ly6C^lo^F4/80^+^ macrophages and CD11c^lo^Mincle^lo^ Ly6C^lo^F4/80^+^ macrophages was analyzed by Giemsa staining. In brief, 20,000–25,000 sorted macrophages were cytospun on a glass slide and stained with Diff-Quick (Dade Behring) according to the manufacturer’s protocol. The percentage of cells containing lipid inclusions was determined in high-power fields by two independent scientists (A.I. and K.A.) who were blinded to the identities of the sample. Statistical significance was assessed by the chi-square test. BODIPY staining (Thermo Fisher) was performed after surface antibody staining for 15 min at 37 °C, and analysis was performed by FACSCelesta (BD).

### Statistics and reproducibility

Data were analyzed either by analysis of variance (ANOVA) followed by multiple comparison, or by the paired or unpaired *t*-test with Prism (GraphPad Software) unless otherwise stated. *P* values < 0.05 were considered significant.

### Study approval

All animal experiments were performed in accordance with applicable guidelines and regulations and were approved by the Tokyo University of Pharmacy and Life Sciences (TUPLS) animal use committee (Approval numbers: L19-21, L20-18, L21-18, L21-19, L22-17, L22-18, and L23-08).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

Bulk RNA-seq and scRNA-seq data generated for this study have been deposited at GEO and are publicly accessible using accession numbers GSE263970, GSE263972, GSE263973, GSE263974, and GSE263975. Additional supplementary files include Supplementary Data 1–4. Source data behind the graphs in the paper can be found in Supplementary Data 5.

# Supplementary material for: Egr2 drives the differentiation of Ly6Chi monocytes into fibrosis-promoting macrophages in metabolic dysfunction-associated steatohepatitis in mice
**Source:** Commun Biol. 2024 Jun 3;7:681. doi: 10.1038/s42003-024-06357-5
**Supplement:** Supplementary file 2 — Supplementary Information

## A Gating Strategy (Innate immune cells)

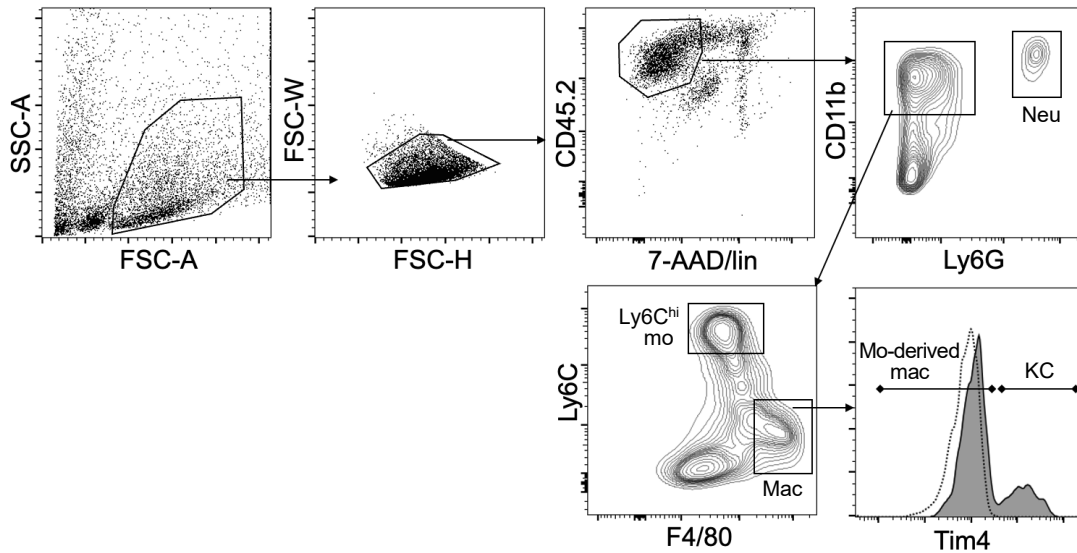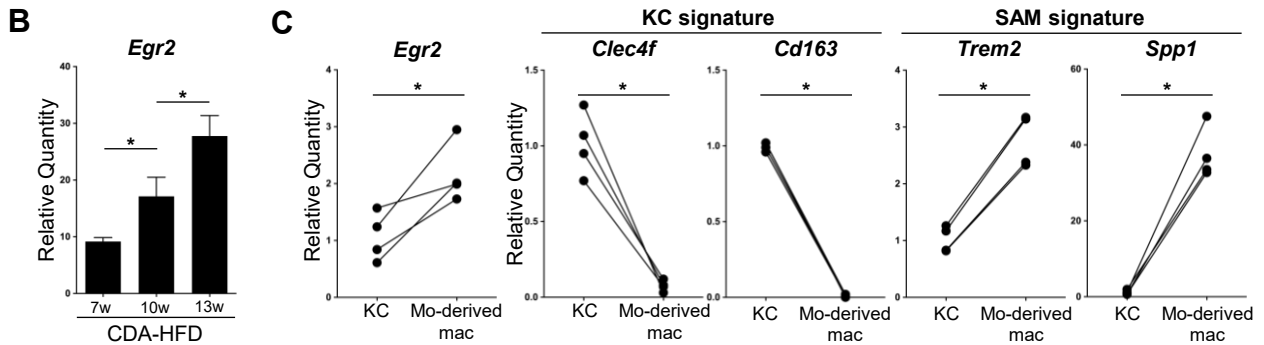

## Supplementary Figure 1. Characterization of resident KCs and mo-derived mac in MASH liver.

(A) Gating strategy of liver innate immune cells from mice fed CDA-HFD for 4 weeks. Lin includes B220, CD90.2, NK1.1, and SiglecF. Neu, neutrophils; mo, monocytes; mac, macrophages; KC, Kupffer cells. Dashed line represents Tim4 unstained control. (B) *Egr2* mRNA expression by Ly6C<sup>lo</sup>F4/80<sup>+</sup> macrophages was positively correlated with the progression of MASH. Average quantities relative to ND-fed mice are shown with SD.  $n = 2$  mice/ND,  $n = 3$  mice/7 weeks, 10 weeks, and 13 weeks.  $*p < 0.05$ , one-way ANOVA. (C) qPCR analysis of Tim4<sup>+</sup> resident KCs and Tim4<sup>-</sup> mo-derived mac from mice fed CDA-HFD for 4 weeks. *Egr2* mRNA is more strongly expressed in Tim4<sup>-</sup> mo-derived mac than in Tim4<sup>+</sup> KCs.  $n = 4$  mice/cell type.  $*p < 0.05$ , paired t-test.

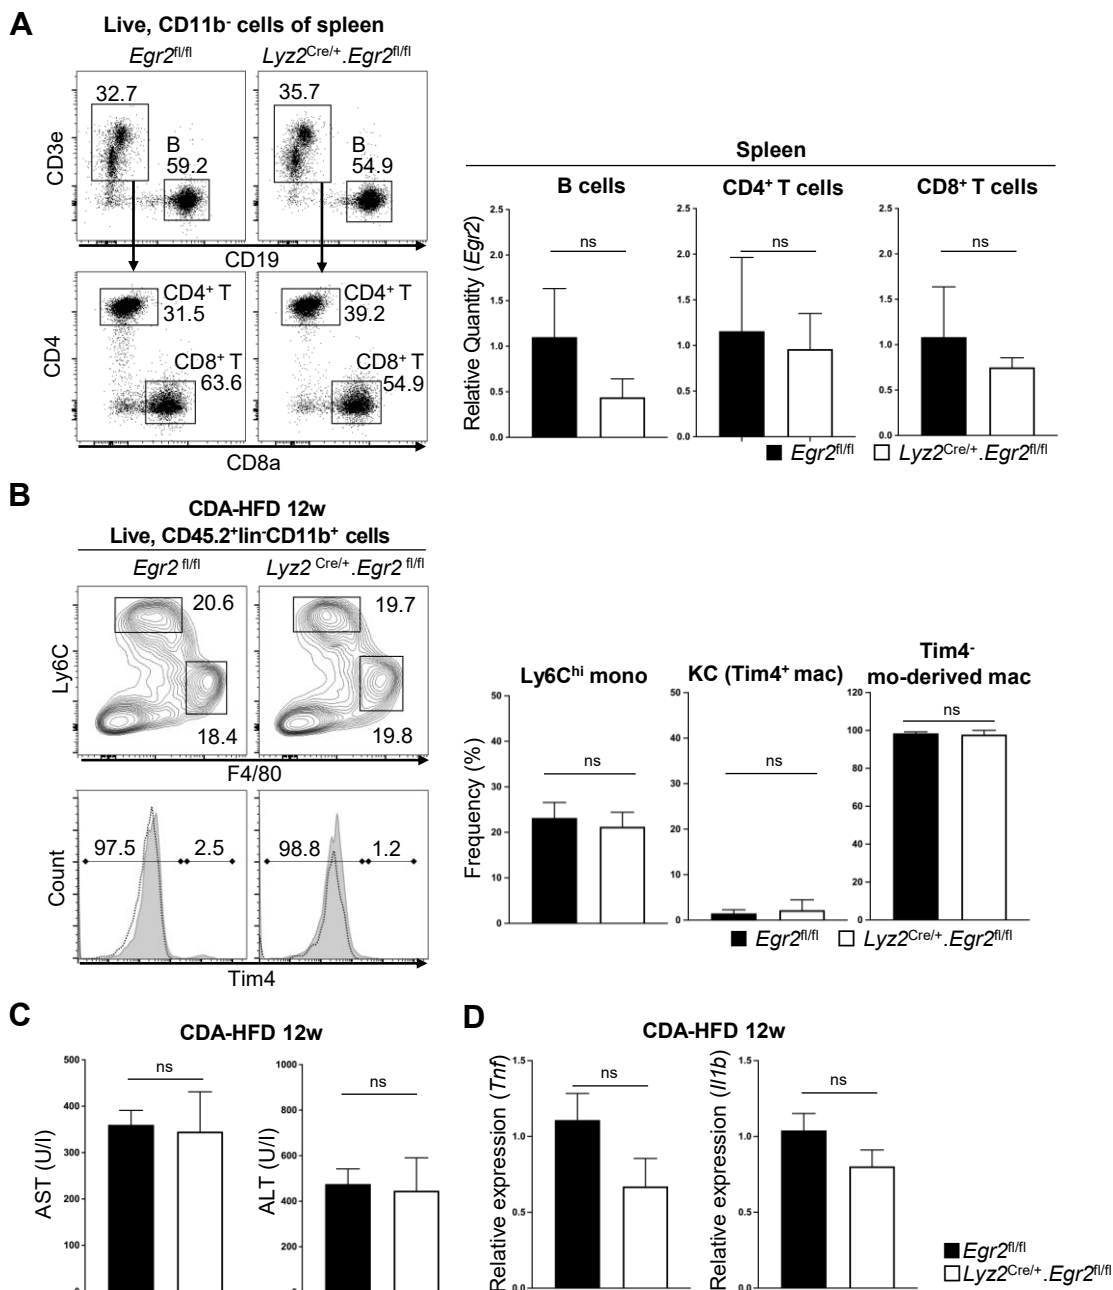

### Supplementary Figure 2. Evaluation of immune cells in mice lacking *Egr2*.

(A) Gating strategy of spleen lymphocytes from *Egr2*<sup>fl/fl</sup> mice and *Lyz2*<sup>Cre/+</sup>.*Egr2*<sup>fl/fl</sup> mice (left). *Egr2* gene expression by lymphocytes is comparable between 2 genotypes of mice (right). Filled bar, *Egr2*<sup>fl/fl</sup>; empty bar, *Lyz2*<sup>Cre/+</sup>.*Egr2*<sup>fl/fl</sup>. n = 3 mice/genotype. Means +/- SD are shown. (B) Percentages of liver monocytes and macrophages in CD45.2<sup>+</sup>lin<sup>+</sup>CD11b<sup>+</sup> cells from *Egr2*<sup>fl/fl</sup> and *Lyz2*<sup>Cre/+</sup>.*Egr2*<sup>fl/fl</sup> mice fed CDA-HFD for 12 weeks (left). Lin includes CD90.2, B220, NK1.1, SiglecF, and Ly6G. Representative FACS plots of 3-4 mice are shown. Histogram plot showing the proportions of Tim4<sup>+</sup> resident KCs and Tim4<sup>-</sup> mo-derived mac in Ly6C<sup>lo</sup>F4/80<sup>+</sup> cells (bottom left). Dashed line indicates Tim4 unstained control. Averages of 5-6 mice/genotype are shown with SD (right). (C) Serum AST and ALT concentrations in *Egr2*<sup>fl/fl</sup> mice and *Lyz2*<sup>Cre/+</sup>.*Egr2*<sup>fl/fl</sup> mice fed CDA-HFD for 12 weeks. n = 3 mice/genotype. Means +/- SD are shown. (D) Whole-liver qPCR analysis of *Tnf* in *Egr2*<sup>fl/fl</sup> and *Lyz2*<sup>Cre/+</sup>.*Egr2*<sup>fl/fl</sup> mice fed CDA-HFD for 12 weeks. n = 7-9 mice/genotype. Mean quantities relative to *Egr2*<sup>fl/fl</sup> mice are shown with SEM; \**p* < 0.05; ns, not significant; t-test.

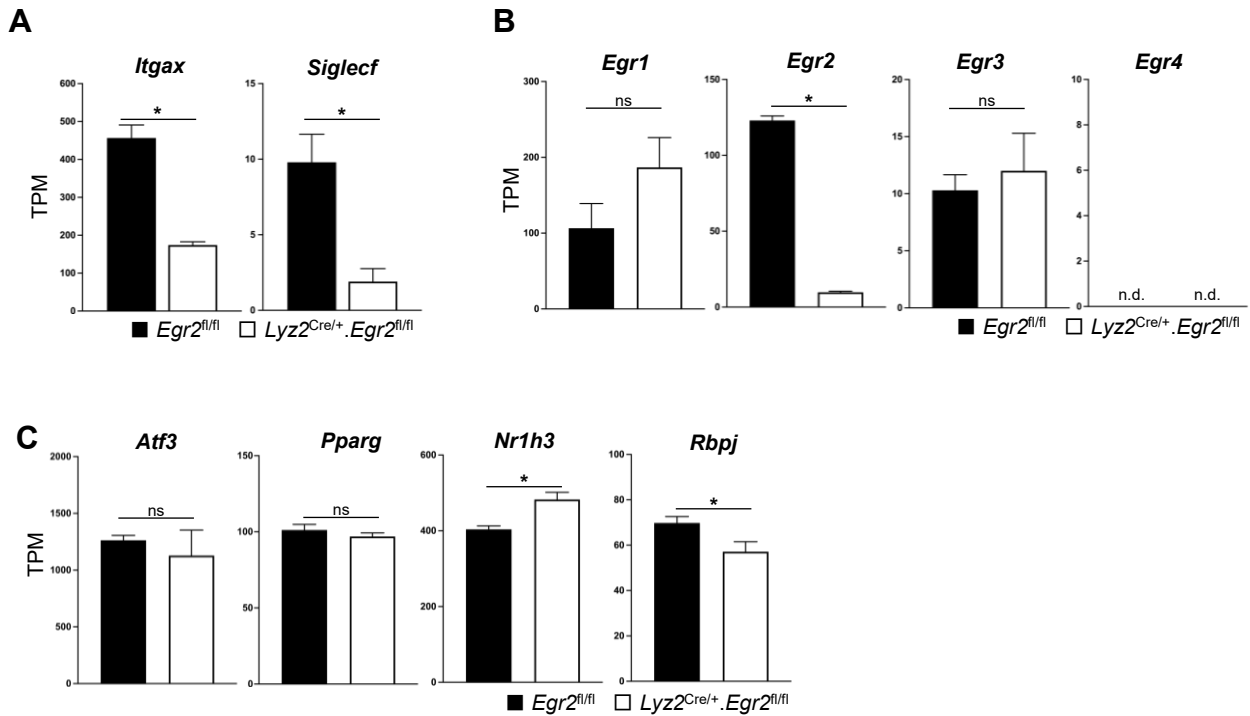

**Supplementary Figure 3. Transcriptomic changes in macrophages of *Egr2*-deficient mice in MASH liver.**

(A) Expression levels of known downstream targets of *Egr2* (*Itgax* and *Siglecf*). TPM, transcripts per kilobase million. Filled bar, *Egr2<sup>fl/fl</sup>*; empty bar, *Lyz2<sup>Cre/+</sup>.Egr2<sup>fl/fl</sup>*. n = 3 mice/genotype. Means +/- SD are shown. \**p* < 0.05, t-test. (B) Bar graphs showing gene expression levels of EGR family (*Egr1*, *Egr2*, *Egr3*, and *Egr4*) in liver macrophages. n = 3 mice/genotype. Means +/- SD are shown. (C) Bar graphs showing gene expression levels of some transcriptional factors known to control liver macrophage differentiation. n = 3 mice/genotype. Means +/- SD are shown. TPM, transcripts per kilobase million. Filled bar, *Egr2<sup>fl/fl</sup>*; empty bar, *Lyz2<sup>Cre/+</sup>.Egr2<sup>fl/fl</sup>*. n.d., not detectable. \**p* < 0.05, t-test.

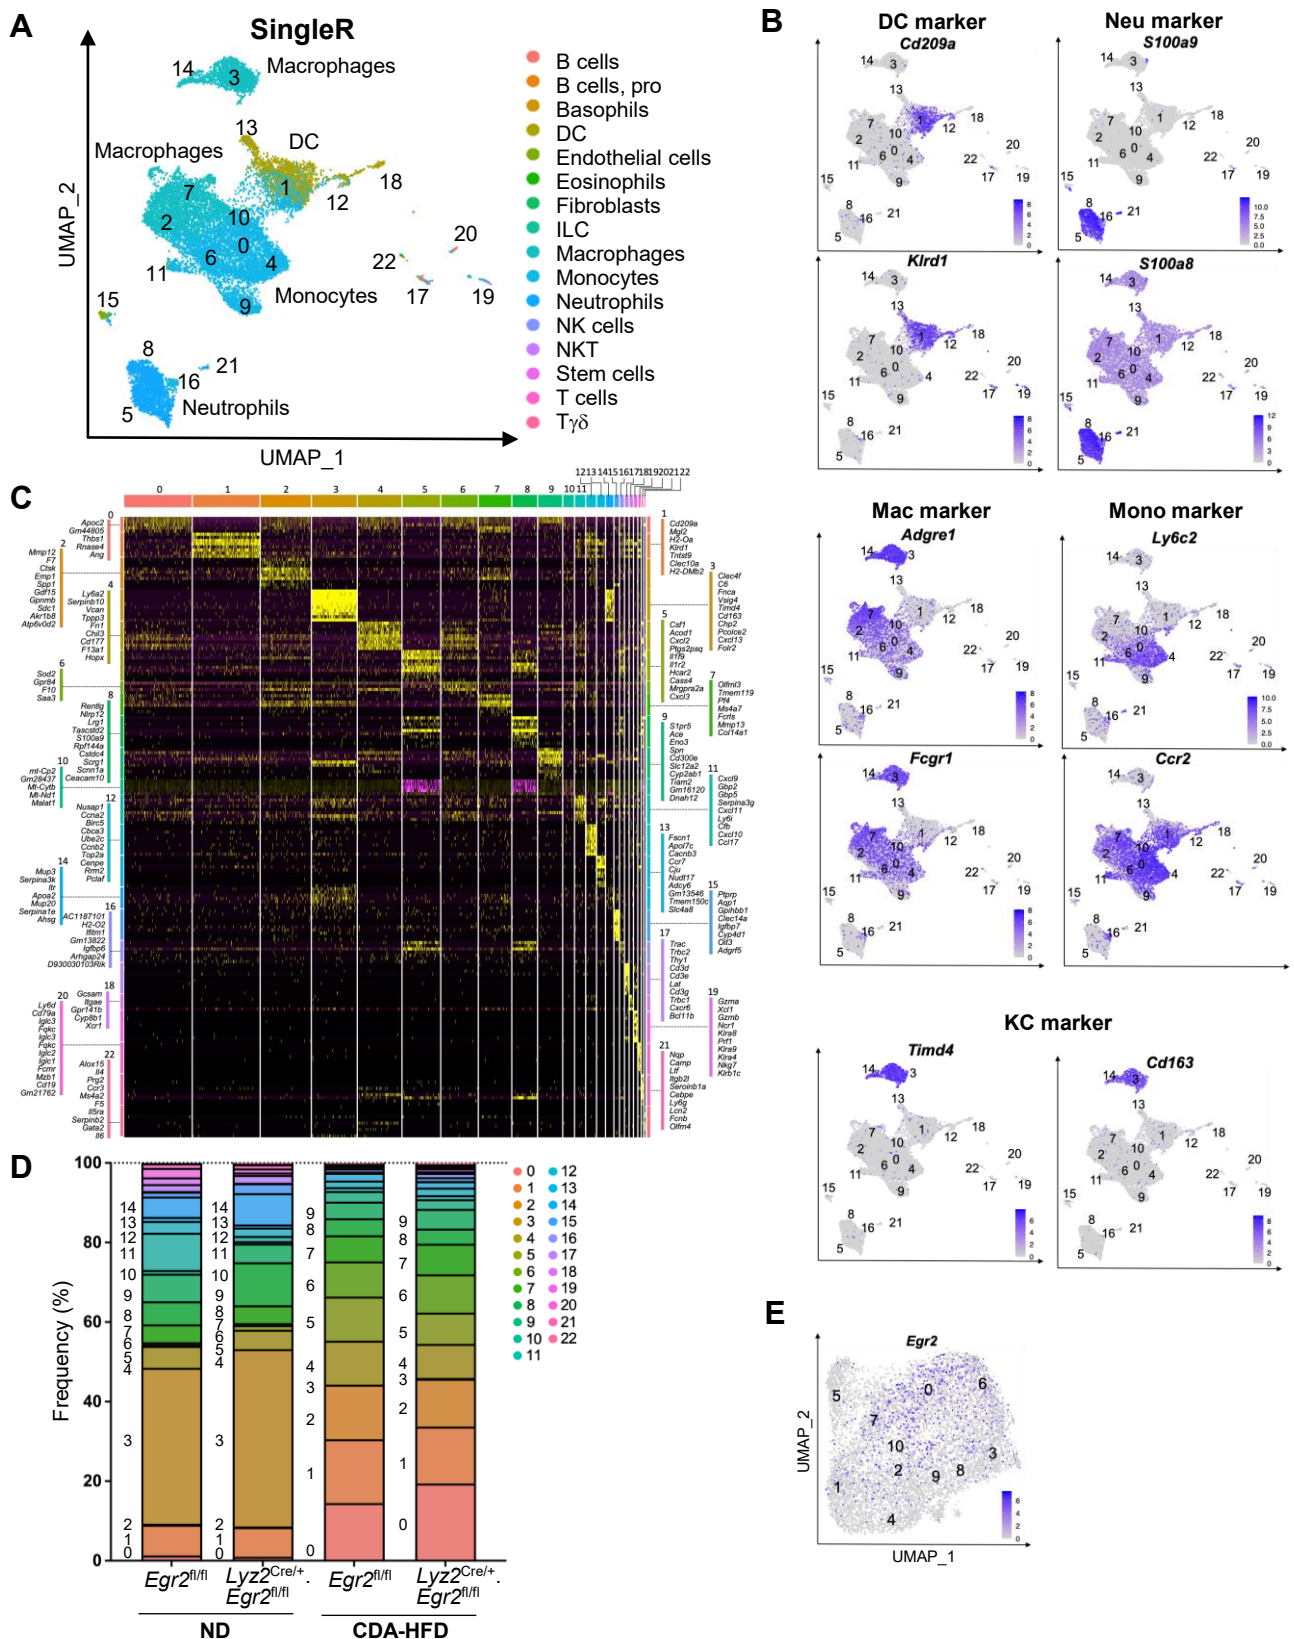

**Supplementary Figure 4. Single cell characterization of the liver immune cells in MASH. (A)** Unbiased annotation of clusters defined by UMAP plots by using SingleR. **(B)** Heat maps of marker genes that were used to manually annotate UMAP clusters. **(C)** Heatmap showing top 10 discriminative genes per cluster defined in Fig 4A. **(D)** Proportion of clusters defined by UMAP plots in Fig 4A. **(E)** Heat map showing *Egr2* expression defined in Fig 4B.

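In the re-clustered cells of the CDA-HFD-fed mice, *Egr2* stood at 5.48, 45.0, 13.6, 45.6, 6.03, 17.8 and 49.7 CPM in the clusters numbered 2 to 8 here, in that order, pooled over both mice. These clusters were defined again from the deposited counts, and SingleR was not run.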

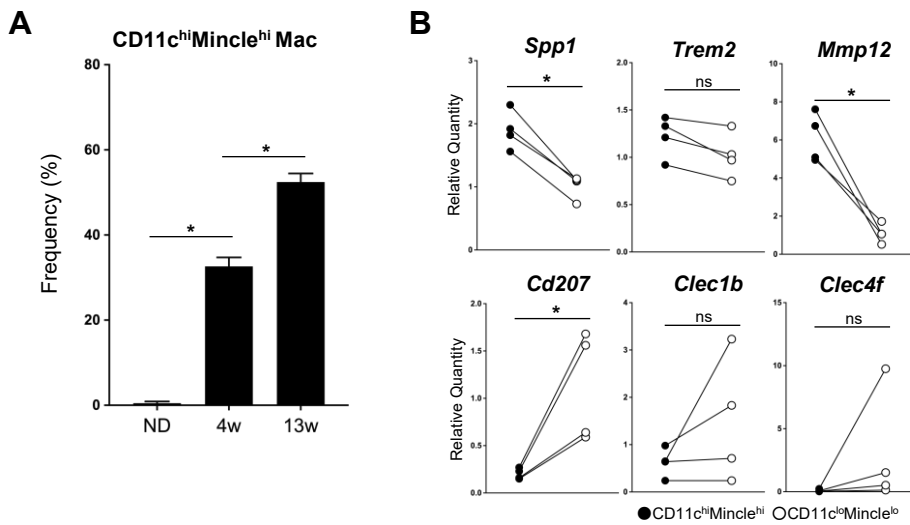

**Supplementary Figure 5. Mo-derived mac can be divided into hLAMs and moKCs on the basis of differential CD11c and Mincle expression.**

(A) Proportion of CD11c<sup>hi</sup>Mincle<sup>hi</sup> macrophages in CD45.2<sup>+</sup>lin<sup>-</sup>CD11b<sup>+</sup>Ly6C<sup>lo</sup>F4/80<sup>+</sup> cells progressively increased during the development of MASH. Lin includes CD90.2, B220, NK1.1, SiglecF, and Ly6G. n = 3 mice/timepoint. Means +/- SD are shown. \**p* < 0.05, one-way ANOVA. (B) Gene expression levels of indicated hLAM signatures (top) and moKC signatures (bottom) were measured by qPCR. n = 4/cell type. Average expression levels relative to CD11c<sup>lo</sup>Mincle<sup>lo</sup> macrophages are shown. Each symbol represents an individual animal. \**p* < 0.05; ns, not significant; paired t-test.

# Supplementary material for: Egr2 drives the differentiation of Ly6Chi monocytes into fibrosis-promoting macrophages in metabolic dysfunction-associated steatohepatitis in mice
**Source:** Commun Biol. 2024 Jun 3;7:681. doi: 10.1038/s42003-024-06357-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Genes differentially expressed between two macrophages (cluster 3 and cluster 6) from MASH liver.

**File name:** Supplementary Data 2

**Description:** Expression of genes associated with cytokine activity (GO:0005125) in naïve liver and MASH liver.

**File name:** Supplementary Data 3

**Description:** Gene sets used for Gene Set Enrichment Analysis (GSEA).

**File name:** Supplementary Data 4

**Description:** Gene sets used for AddModuleScore analysis.

**File name:** Supplementary Data 5

**Description:** The source data behind the graphs in this paper.

# Supplementary material for: Egr2 drives the differentiation of Ly6Chi monocytes into fibrosis-promoting macrophages in metabolic dysfunction-associated steatohepatitis in mice
**Source:** Commun Biol. 2024 Jun 3;7:681. doi: 10.1038/s42003-024-06357-5

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study. For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | N/A                                                                                                                                               |
| Data analysis   | Trimmomatic (ver.0.36 or 0.39), HISAT2 (ver.2.2.1), Picard (ver.2.23.9), cufflinks (ver.2.2.1), FeatureCounts (ver.2.0.1), R (ver.4.1.1 or 4.2.1) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

- All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:
- Accession codes, unique identifiers, or web links for publicly available datasets
  - A description of any restrictions on data availability
  - For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data and scRNA-seq data in this paper have been deposited at GEO. Accession codes are provided in the Methods section of the manuscript.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

N/A

Data exclusions

N/A

Replication

N/A

Randomization

N/A

Blinding

N/A

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

N/A

Research sample

N/A

Sampling strategy

N/A

Data collection

N/A

Timing

N/A

Data exclusions

N/A

Non-participation

N/A

Randomization

N/A

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |     |
|--------------------------|-----|
| Study description        | N/A |
| Research sample          | N/A |
| Sampling strategy        | N/A |
| Data collection          | N/A |
| Timing and spatial scale | N/A |
| Data exclusions          | N/A |
| Reproducibility          | N/A |
| Randomization            | N/A |
| Blinding                 | N/A |

Did the study involve field work? ☐ Yes ☒ No

## Field work, collection and transport

|                        |     |
|------------------------|-----|
| Field conditions       | N/A |
| Location               | N/A |
| Access & import/export | N/A |
| Disturbance            | N/A |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

### Antibodies

|                 |                                                                            |
|-----------------|----------------------------------------------------------------------------|
| Antibodies used | Antibodies used in this study are summarized as Table 1 of the manuscript. |
| Validation      | N/A                                                                        |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |     |
|----------------------------------------------------------------------|-----|
| Cell line source(s)                                                  | N/A |
| Authentication                                                       | N/A |
| Mycoplasma contamination                                             | N/A |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A |

## Palaeontology and Archaeology

|                                                                                                                                                 |     |
|-------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Specimen provenance                                                                                                                             | N/A |
| Specimen deposition                                                                                                                             | N/A |
| Dating methods                                                                                                                                  | N/A |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |     |
| Ethics oversight                                                                                                                                | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                             |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | CD45.2 C57BL/6J mice, CD45.1 congenic mice, LyzM-Cre mice, and EGR2-flox mice were used.                                                                                                    |
| Wild animals            | N/A                                                                                                                                                                                         |
| Reporting on sex        | N/A                                                                                                                                                                                         |
| Field-collected samples | This study does not involve samples collected from the field.                                                                                                                               |
| Ethics oversight        | All animal experiments were performed in accordance with applicable guidelines and regulations and were approved by the Tokyo University of Pharmacy and Life Sciences animal use committee |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |     |
|-----------------------------|-----|
| Clinical trial registration | N/A |
| Study protocol              | N/A |
| Data collection             | N/A |
| Outcomes                    | N/A |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Data access links<br><i>May remain private before publication.</i> | N/A |
| Files in database submission                                       | N/A |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | N/A |

### Methodology

|                         |     |
|-------------------------|-----|
| Replicates              | N/A |
| Sequencing depth        | N/A |
| Antibodies              | N/A |
| Peak calling parameters | N/A |
| Data quality            | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- Sample preparation
- Instrument
- Software
- Cell population abundance
- Gating strategy
- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

- Design type
- Design specifications
- Behavioral performance measures
- Imaging type(s)
- Field strength
- Sequence & imaging parameters
- Area of acquisition
- Diffusion MRI ☐ Used ☒ Not used

### Preprocessing

- Preprocessing software
- Normalization
- Normalization template
- Noise and artifact removal
- Volume censoring

### Statistical modeling & inference

- Model type and settings
- Effect(s) tested

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

N/A

(See [Eklund et al. 2016](#))

Correction

N/A

## Models &amp; analysis

n/a | Involved in the study

☐ Functional and/or effective connectivity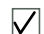☐ Graph analysis☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

N/A

Graph analysis

N/A

Multivariate modeling and predictive analysis

N/A

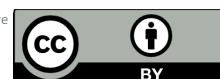

**Supplement:** Supplementary file 9 — Reporting Summary

How the deposited data were processed for this re-analysis (not part of the article)

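The files used here hold the scRNA-seq of sorted CD11b+ liver cells of 4 mice, 1 for each combination of genotype (*Egr2* fl/fl or *Lyz2* Cre/+.*Egr2* fl/fl) and diet (ND, or CDA-HFD for 7 weeks). They are a matrix of mRNA counts and a table of hashtag counts of the same barcodes. The authors trimmed and filtered the reads, mapped them to the GRCm38 reference transcriptome, kept barcodes above an inflection point and assigned them to mice by hashtag. The deposited values are counts per gene and barcode, whole numbers without normalization. For 34 genes no value from 1 to 4 occurs, so the authors' processing had set low values of these genes to 0, and the step that did so is not named in the paper's text. The paper's text also leaves open whether reads or unique molecules were counted. The bulk RNA-seq data of the paper were not analysed here. RNA velocity was not run, because it needs spliced and unspliced counts, which the matrix does not separate.

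Each barcode was taken from the mouse named by the authors, and barcodes they named doublets were left out. The mice are told apart by the hashtag alone, and the 7 hashtag columns of the table that belong to no mouse were not used. The lowest total of a barcode given to a mouse was 3115 counts and the highest 86395. Every cell had at least 500 detected genes.

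The counts were clustered in Seurat with the steps and values of the methods: mitochondrial counts of at most 25%, log normalization, FindVariableFeatures by mvp with a mean above 0.1 and a dispersion above 0.5, 57 PCs and resolution 1.0 for all cells, then 95 PCs and resolution 1.0 for the re-clustered cells. The methods used an earlier version of Seurat. A cluster's leading genes were the 10 with the highest ratio of CPM to the other cells, with 1 CPM added to both, among genes with a count in at least 20% of its cells. A marker counted as raised when it had a count in at least 20% of the cells and a CPM at least 2 times that of the other cells. A cluster took the name of the class with the most markers among its leading genes if at least 3 of that class's markers were raised and either at least 2 were leading genes or no fewer of the class's markers were raised than not. A cluster of few counts without a marker among its leading genes stayed unnamed, as did all clusters that missed the rule. The marker lists were fixed in advance, but the rule was written with the data in hand and revised 1 time after clusters had been seen, because a cluster led by neutrophil genes had stayed unnamed and entered the re-clustering. Where no cluster was named hLAM-like, the cluster with the most raised hLAM markers among those that matched the hLAM list better than any other was followed, which was decided at the same stage. Under the settings of the methods the moKC-like cluster had more raised hLAM markers, 5 against 3.

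Shares were computed per mouse with exact Clopper-Pearson 95% intervals, and differences with Newcombe's interval built from them. Expression was summed over the cells of a mouse and a cluster or class and divided by their total counts, as CPM. Ratios of CPM carry intervals from the exact binomial split of the summed counts, which leave out the spread between cells. Module scores were computed with AddModuleScore from the sets of Supplementary Data 4 and are given as means and SDs over cells. With 1 mouse per group there is no replicate error, no test was made and no gene was called changed. Genes named in the text are those the paper names, genes that describe a cluster, and by a rule fixed in advance the 5 with the highest and the 5 with the lowest ratio of CPM between the CDA-HFD-fed mice over the re-clustered cells. For this rule a gene needed at least 500 counts over both mice, a count in at least 5% of the cells of 1 mouse and the same direction in each of the 8 clusters with at least 100 cells of each mouse. Lists of heat shock and glucocorticoid-induced genes were written after the genes named by the rule had been seen, and the list of interferon genes is the marker list of the interferon-responding-like class.

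The alternatives were another limit or none on mitochondrial counts, a minimum of 500 detected genes, scale factor 10000, resolutions 0.5 and 2.0, 30 PCs, 2000 variable genes by vst, another random seed, cells with at least 90% of their own hashtag, clustering without the signature genes, re-clustering of all 4 mice, and cells above the 90th percentile of a module score in place of clusters. Scores were also computed in cells thinned to 7142 counts, at scale factor 10000 and without genes of other cell types. Expression was also scaled by edgeR's TMM method, averaged over cells, limited to cells with at most 10% mitochondrial counts and limited to genes with at least 500 counts. After the values were seen, moKC-like were also compared with hLAM-like clusters in each setting that named both. Scrublet, run per mouse in scanpy, marked 74 cells (0.481%) at its own threshold, so instead 689 cells (4.48%) with the highest scores were removed, as many as the barcodes named doublets imply.

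The ratios of summed counts and their intervals were tested on Poisson counts drawn around the pooled profile of the CDA-HFD-fed mice. Such counts have no spread between cells or mice. The test thus checks the calculation, and not whether the intervals hold for real cells. Of 10860 genes, 200 were given a known change; 100% of these had the right direction, and the true ratio lay within the interval for 93% of them and for 94.9% of the other genes. The analysis ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9, and in R 4.3.3 with Seurat 5.3.0, SeuratObject 5.2.0 and edgeR 4.0.16.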

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

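The tests of wrong hashtags for neutrophil-like and Ly6C lo monocyte-like cells and the test of doublets among interferon-responding-like cells were chosen after the results were seen. The rule that a limit which removes most cells of a class decides nothing about it was also set after the results were seen.

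The share of neutrophil-like cells moved in opposite directions with genotype on the 2 diets: it differed by -3.04 points between the *Lyz2* Cre/+.*Egr2* fl/fl and *Egr2* fl/fl mice on CDA-HFD and by 5.94 points (3.93 to 7.98) on ND. The difference between the diets was not tested, as each group held 1 mouse. Among cells with at least 90% of their own hashtag, the differences were -2.25 points (-3.38 to -1.12) on CDA-HFD and 2.44 points (0.961 to 4.01) on ND. This limit kept 22 of 109 and 45 of 195 neutrophil-like cells of the ND-fed and 370 of 956 and 308 of 817 of the CDA-HFD-fed *Egr2* fl/fl and *Lyz2* Cre/+.*Egr2* fl/fl mice, so most were removed and wrong hashtags cannot be told apart from a real difference. Neutrophil-like cells hold few counts, so some may have been lost under the lower limit of counts above which the authors kept barcodes. Among cells with at least 6230 counts the differences were 0.712 points on CDA-HFD and 0.535 points on ND. In the same order this kept only 6, 12, 72 and 116 neutrophil-like cells, so it decides nothing, and a loss of small cells cannot be told apart either. A difference in neutrophils between single mice, or an effect of genotype that depends on diet, stays open and was not tested.

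The share of Ly6C lo monocyte-like cells also moved in opposite directions, by 0.807 points on CDA-HFD and by -2.32 points (-3.94 to -0.690) on ND, and this difference was not tested either. A loss of small cells is argued against, since among cells with at least 6230 counts the differences were 1.33 points on CDA-HFD and -1.92 points on ND. Among cells with at least 90% of their own hashtag they were 1.01 points (0.104 to 1.91) and -1.89 points (-3.87 to 0.114). Wrong hashtags cannot be told apart from a real difference, because the ND interval reaches past 0. An effect of genotype that depends on diet and variation between single mice stay open.

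Interferon-responding-like cells, which the paper does not discuss, made up 160 of 1723 cells (9.29%) of the ND-fed *Egr2* fl/fl mouse. They were 21 of 1590 cells (1.32%) in the ND-fed *Lyz2* Cre/+.*Egr2* fl/fl mouse, 1.00% in the CDA-HFD-fed *Egr2* fl/fl mouse and 1.07% in the CDA-HFD-fed *Lyz2* Cre/+.*Egr2* fl/fl mouse. The difference was not tested. Wrong hashtags are argued against: the median share of the own hashtag was 93.6% in these cells and 93.0% in the other cells of this mouse. With the highest Scrublet scores removed, the share was 9.43%, but only 26 of the 1723 cells were removed, and the share would have stayed at 7.90% or more whichever they were, so doublets cannot be told apart from a real population. If the whole mouse had responded to interferon, its Kupffer cell-like cells could carry the signal too. There, the median ratio of the marker genes, *Lyz2* Cre/+.*Egr2* fl/fl over *Egr2* fl/fl, was 0.757, with 5 of 7 genes lower in the *Lyz2* Cre/+.*Egr2* fl/fl mouse. The median was 0.395 in monocyte-derived macrophage-like cells (7 genes), 0.726 in *Cd209a*+ dendritic cell-like (5 genes), 0.353 in Ly6C lo monocyte-like (1 gene) and 3.12 in neutrophil-like cells (5 genes), and in Ly6C hi monocyte-like cells 2 of 3 genes were lower. The median was thus below 1 in all of these classes but neutrophil-like cells, with few genes in some, so a response of the whole mouse cannot be told apart from one limited to some cells. An effect of genotype on ND and a condition of the single mouse, such as an infection, were not tested.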

How the results depend on the processing

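Removal of the cells with the highest Scrublet scores, the comparison of moKC-like with hLAM-like clusters and the module scores in SDs were chosen after the data had been seen, and all other alternatives were set before the data were examined. Removal of the cells that Scrublet itself marks was not run, because it marked few cells of the CDA-HFD-fed mice. A minimum of 500 detected genes removed no cell, so it says nothing about stability and is left out of the counts of settings and values. No paired analysis was possible because each group held 1 mouse and nothing pairs the mice. The rule that names clusters was revised after clusters had been seen; under its first form, with some neutrophils among the re-clustered cells, a cluster had been named hLAM-like. Values below are changes in percentage points, from ND to CDA-HFD by genotype, or *Lyz2* Cre/+.*Egr2* fl/fl minus *Egr2* fl/fl on CDA-HFD. For each change in value or direction the cause was not tested.

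Of the values for shares of cell classes under the alternatives, 122 stayed within the interval of the reported value, 27 moved beyond it and 1 reversed a difference whose interval excluded 0. Of the 122, 4 lay on the other side of 0 from the reported value, all for the genotype difference in monocyte-derived macrophage-like cells. Over 11 settings, the fall in Kupffer cell-like cells ranged from -49.1 to -43.8 points in the *Egr2* fl/fl mice and from -60.9 to -51.7 points in the *Lyz2* Cre/+.*Egr2* fl/fl mice. The rise in neutrophil-like cells ranged from 6.97 to 10.1 points in the *Egr2* fl/fl mice and from 0.294 to 2.16 points in the *Lyz2* Cre/+.*Egr2* fl/fl mice. The rise in dendritic cell-like cells ranged from 6.78 to 8.17 and from 6.72 to 9.16 points. The genotype difference in monocyte-derived macrophage-like cells ranged from -0.475 to 1.34 points and was below 0 in 4 settings and above 0 in 7.

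With cells of at least 90% own hashtag, the change in Kupffer cell-like cells was -49.1 points in the *Egr2* fl/fl mice and -60.9 in the *Lyz2* Cre/+.*Egr2* fl/fl mice, and the change in neutrophil-like cells of the *Egr2* fl/fl mice was 6.97. Ly6C hi monocyte-like cells changed by 14.4 and 12.3 points, and by -2.14 between the genotypes, and monocyte-derived macrophage-like cells changed by 24.3 and 24.0. At scale factor 10000, Ly6C hi monocyte-like cells changed by 5.27 and 3.40 points, and by -2.62 between the genotypes, and macrophage-like cells by 13.8 and 14.9. At resolution 2.0, Ly6C hi monocyte-like cells of the *Lyz2* Cre/+.*Egr2* fl/fl mice changed by 10.9 points and macrophage-like cells by 15.0 and 15.2. With 30 PCs, Ly6C hi monocyte-like cells changed by 13.9 and 12.6 points, and by -2.07 between the genotypes, and macrophage-like cells of the *Lyz2* Cre/+.*Egr2* fl/fl mice by 16.3. With 2000 genes by vst, Ly6C hi monocyte-like cells changed by 23.9 and 26.5 points and macrophage-like cells by 21.2 and 21.7, and the genotype difference in Ly6C hi monocyte-like cells reversed to 1.64. Another seed gave 15.8 and 16.0 points for macrophage-like cells. Removal of the highest Scrublet scores gave 10.3 points for Ly6C hi monocyte-like cells of the *Lyz2* Cre/+.*Egr2* fl/fl mice.

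In the re-clustered cells, 14 values stayed within the interval, 17 moved and 7, all for moKC-like cells, reversed a difference whose interval excluded 0. Of those within the interval 4 lay on the other side of 0, and of those that moved 8 did, all for cluster 0 or hLAM-like cells, whose reported difference was itself within counting error of 0. The genotype difference in moKC-like cells, -2.40 points under the settings of the methods, ranged up to 4.70 and was below 0 in 7 of 14 settings. It reversed to 0.149 with no mitochondrial filter, 1.47 at scale factor 10000, 0.0394 at resolution 0.5, 4.70 with vst, 0.568 with another seed, 0.281 with all 4 mice re-clustered and 0.419 for cells above the 90th percentile of the score. It moved to -0.108 at a mitochondrial limit of 10% and to -0.0360 at resolution 2.0. The difference in cluster 0 or hLAM-like cells was below 0 in 12 of 14 settings and above 0 in 2, the settings of the methods and the removal of the highest Scrublet scores. It moved from 0.503 to -2.79 at a mitochondrial limit of 10%, -3.08 with no such filter, -1.71 at resolution 0.5, -4.39 with vst, -1.78 with another seed, -1.94 with at least 90% own hashtag, -2.17 with all 4 mice re-clustered and -3.94 for cells above the 90th percentile. The difference in Ly6C hi monocyte-like cells moved to -5.17 with no mitochondrial filter, -4.59 at scale factor 10000, -5.11 with 30 PCs, -2.21 with vst, -4.63 with another seed, -4.97 without the signature genes and -4.45 with all 4 mice re-clustered.

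The module scores kept their direction in all 3 alternatives, while 10 of 12 values moved. Here a value counted as moved if it was not the same to 3 significant digits, with no interval applied, so this count does not measure instability. The hLAM set held 0 of the genes of other cell types, so leaving these out repeated the hLAM values and says nothing about their stability. These repeats are the 2 values that did not move. At scale factor 10000, the genotype difference was -0.0383 for the hLAM and 0.00830 for the moKC score, and cluster 1 minus cluster 0 was -0.252 and 0.134. In thinned cells these were -0.124, 0.0275, -0.783 and 0.460. Without genes of other cell types the moKC differences were 0.0298 and 0.591. The scale factor changes the unit of the score: in SDs over cells, cluster 1 minus cluster 0 was -1.20 and 1.78 at 10000, against -1.46 and 1.82 at the factor used. For expression in the same cells and clusters, 86 values stayed within the interval and 34 moved, each for a single gene. The ratio of *Spp1* between the genotypes, 1.00, fell on either side of 1, at 0.980 with TMM scaling and 1.11 as a mean over cells. Cluster 1 was compared with cluster 0 because no cluster was named hLAM-like under the settings of the methods. In the 10 settings that named both, the ratio of moKC-like to hLAM-like clusters reversed for *Fabp5* and *Lpl* in each. In the order mitochondrial limit of 10%, no limit, scale factor 10000, resolutions 0.5 and 2.0, 30 PCs, vst, another seed, at least 90% own hashtag and all 4 mice re-clustered, it was 0.566, 0.556, 0.527, 0.689, 0.452, 0.537, 0.361, 0.689, 0.603 and 0.598 for *Fabp5*, and 0.681, 0.693, 0.862, 0.822, 0.596, 0.586, 0.495, 0.838, 0.734 and 0.766 for *Lpl*. *Gpnmb* reversed to 0.892 at resolution 2.0 and 0.690 with vst. *Egr2* stayed below 1, moving to 0.644, 0.494, 0.677, 0.749, 0.623, 0.441, 0.496 and 0.642 in the same order without resolution 0.5 and all 4 mice, where it stayed within the interval. Depth limits genes of few counts, such as *Timd4* in the re-clustered cells, whose ratio between the genotypes had an interval of 0.601 to 0.987.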

Differences from the paper's values

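Of the alternatives named here, the removal of the highest Scrublet scores and the comparison of moKC-like with hLAM-like clusters were chosen after the values were seen; all others were set before the data were examined. The paper's shares are of the cells in its own re-clustering, whose number its text does not give, so the denominators differ. The paper's gene changes come from Supplementary Data 1, of which 1998 of 4228 entries were read, and its test took cells as replicates.

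The moKC-like share of the *Egr2* fl/fl mouse was 18.5% and the paper's value for its cluster 3 is 10%. The pre-set alternatives within 1.5 times of the paper's value were a mitochondrial limit of 10% (13.1%), no such limit (13.6%), resolution 0.5 (14.6%), resolution 2.0 (12.8%), vst (14.3%), another seed (13.9%), all 4 mice re-clustered (13.7%) and the 90th percentile of the score (9.79%), which takes 10% of the cells of both mice together by construction. Those that also differed were at least 500 genes (18.5%), which removed no cell, scale factor 10000 (6.60%), 30 PCs (16.3%), at least 90% own hashtag (17.2%) and clustering without signature genes (17.3%). The removal of the highest Scrublet scores, chosen after the values were seen, gave 18.4%. The genotype difference was -2.40 points against the paper's 1.1 points. It had the paper's sign and lay within counting error of the paper's value with no mitochondrial filter (0.149), scale factor 10000 (1.47), resolution 0.5 (0.0394), another seed (0.568), all 4 mice re-clustered (0.281) and the 90th percentile of the score (0.419). It differed from the paper's with a mitochondrial limit of 10% (-0.108), at least 500 genes, resolution 2.0 (-0.0360), 30 PCs, vst (4.70), at least 90% own hashtag (-1.32) and without signature genes (-1.94), and also with the highest Scrublet scores removed (-1.90). At a limit of 10% (-1.64 to 1.42) and at resolution 2.0 (-1.55 to 1.47) the interval held the paper's value, so these differed in the sign of a value near 0 and were within counting error.

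For the paper's cluster 6 the values are 10.02% in the *Egr2* fl/fl mouse and 6.72% in the *Lyz2* Cre/+.*Egr2* fl/fl mouse, against 19.0% and 19.5% for cluster 0. In the *Egr2* fl/fl mouse, scale factor 10000 (8.71%), resolution 2.0 (11.2%) and, with its fixed total, the 90th percentile of the score (12.1%) came within 1.5 times of the paper's value, and the other pre-set alternatives, from 16.4% to 25.8%, did not, nor did the added one (18.8%). In the *Lyz2* Cre/+.*Egr2* fl/fl mouse, scale factor 10000 (7.94%) and the 90th percentile (8.14%) did, and the others did not. The genotype difference was 0.503 points against the paper's -3.3 points. A mitochondrial limit of 10%, no such limit, resolution 0.5, vst, another seed, at least 90% own hashtag, all 4 mice re-clustered and the 90th percentile of the score gave values that no longer differed, from -4.39 to -1.71 points. At least 500 genes (0.503), scale factor 10000 (-0.764), resolution 2.0 (-0.987), 30 PCs (-1.04), clustering without signature genes (-0.109) and the added removal of the highest Scrublet scores (0.720) still differed.

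The paper gives log2 changes of its cluster 3 against its cluster 6, set here beside cluster 1 against cluster 0. Cluster 0 was not named hLAM-like, and cluster 1 had more raised hLAM markers than it, 5 against 3, so these pairs need not hold the same cells. *Fabp5* changed by 0.39, and the paper's value is -1.83. *Gpnmb* changed by 1.59, and the paper's value is -1.12. *Lpl* changed by 0.54, and the paper's value is -1.51. *Trem2* changed by 0.98, and the paper's value is -0.26. With the same sign as the paper's, *Spp1* changed by -0.80 (the paper's value is -2.90), *Cd9* by -0.38 (the paper's -1.29), *F10* by -2.58 (the paper's -3.51), *Clec4e* by -3.29 (the paper's -1.24) and *Itgax* by -0.87 (the paper's -0.68). All 4 alternatives for expression also differed from the paper's values for these genes, by more than counting error. They gave 0.21 to 0.39 for *Fabp5*, 1.43 to 1.60 for *Gpnmb*, 0.45 to 0.55 for *Lpl*, 0.90 to 0.98 for *Trem2* and -1.08 to -0.80 for *Spp1*. For *Egr2* the difference from the paper's value was within counting error. In the 10 settings that named both an hLAM-like and a moKC-like cluster, a comparison chosen after the values were seen, moKC-like against hLAM-like clusters had the paper's sign for *Fabp5* (-1.47 to -0.54) and *Lpl* (-1.02 to -0.21) in 10 of 10, for *Gpnmb* (-0.53 to 0.60) in 2 of 10 and for *Trem2* (0.02 to 0.64) in none. *Spp1* ranged from -2.47 to -0.90, *Cd9* from -1.21 to -0.81, *F10* from -4.29 to -3.21, *Clec4e* from -3.30 to -1.68 and *Itgax* from -1.19 to -0.55, none within counting error of the paper's value in a setting. *Egr2* ranged from -1.18 to -0.42. *Fabp5*, *Gpnmb*, *Spp1*, *Cd9* and *F10* were among the markers that named these clusters.

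The paper states that hLAM genes are raised in its cluster 6; of *Spp1*, *Fabp5*, *Cd9* and *Egr2*, *Fabp5* was lower in cluster 0 than in cluster 1, with a log2 change from cluster 0 to cluster 1 of 0.39, but higher in the hLAM-like clusters wherever these were named, in settings compared after the values were seen. The paper states that neutrophils expand on CDA-HFD; in the *Lyz2* Cre/+.*Egr2* fl/fl mice the rise was 0.943 points, within counting error. The paper states that the proportions of myeloid cells are alike in both genotypes on CDA-HFD. Here the share of Ly6C hi monocyte-like cells differed by -3.97 points and that of the unnamed clusters by 5.71 points, both beyond counting error. With vst the former was 1.64 points. The larger unnamed cluster matched the Ly6C hi monocyte list best, so these differences may in part be cells that moved between labels. The paper's flow cytometry, on several mice per genotype, found similar percentages of Ly6C hi monocytes.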

Other observations

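Both tests of *Itgax* and the tests of depth and of cluster sizes for the hLAM score were chosen after the results were seen, as was the reading of the test without Ly6C hi monocyte-like clusters, and the lists of heat shock and glucocorticoid-induced genes were written after genes of these kinds had been seen among those named by the rule.

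In the re-clustered cells of the CDA-HFD-fed mice, the genes with the lowest *Lyz2* Cre/+.*Egr2* fl/fl to *Egr2* fl/fl ratios were *Hspa1a* (912 to 234 CPM, ratio 0.256), *Hspa1b* (288 to 76.4 CPM, 0.265), *Egr2*, *Hsp90aa1* (680 to 319 CPM, 0.469) and *Gm5844* (37.3 to 17.7 CPM, 0.475). *Hspa1a*, *Hspa1b* and *Hsp90aa1* encode heat shock proteins. The other genes of a list of heat shock genes had a median ratio of 0.843, with 8 of 9 lower. A loss of Egr2 within the cells is argued against as the whole cause, because the list was also lower in *Cd209a*+ dendritic cell-like cells, with a median ratio of 0.586, where *Egr2* was close in both mice. An effect of the genotype on either diet is open: on ND the median ratio was 0.975 over all cells, but 0.783 in Ly6C hi monocyte-like and 0.849 in monocyte-derived macrophage-like cells. Of the genes that define the pattern, *Hspa1a* (1.34, 1.27 to 1.41) and *Hspa1b* (1.30, 1.19 to 1.42) were higher over all cells on ND and *Hsp90aa1* was lower (0.802), so they go both ways. Over all cells, *Hspa1a* stood at 940 and 274 CPM in the CDA-HFD-fed *Egr2* fl/fl and *Lyz2* Cre/+.*Egr2* fl/fl mice, and at 84.7 and 113 CPM on ND. In the same order, *Hspa1b* stood at 311, 89.6, 28.8 and 37.3 CPM and *Hsp90aa1* at 681, 329, 361 and 289 CPM. These genes were thus highest in the CDA-HFD-fed *Egr2* fl/fl mouse, which may be the unusual one. The median was below 1 in 4 of 5 classes on CDA-HFD, so the handling of either mouse or its cells may be the cause. This cannot be told apart from the genotype, since each group held 1 mouse.

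The genes with the highest ratios were *Fkbp5* (14.4 to 44.4 CPM, ratio 3.08), *Wdfy1* (9.79 to 23.1 CPM, 2.36), *Vmn1r183* (4.85 to 10.7 CPM, 2.20), *Zbtb16* (3.31 to 7.19 CPM, 2.17) and *Bach2os* (8.37 to 18.2 CPM, 2.17). *Fkbp5* and *Zbtb16* are induced by glucocorticoids. The other genes of a list of such genes had a median ratio of 1.12 in these cells and 1.21 in *Cd209a*+ dendritic cell-like cells, with 7 of 8 genes higher in both. On ND the median ratio over all cells was 1.24. By class on ND it was 1.02 in *Cd209a*+ dendritic cell-like, 0.993 in neutrophil-like, 0.986 in Ly6C hi monocyte-like, 0.758 in Ly6C lo monocyte-like, 1.08 in Kupffer cell-like and 1.22 in monocyte-derived macrophage-like cells, so in 3 of these 6 classes the median was below 1. *Fkbp5* (17.0 to 40.9 CPM, 2.40) and *Zbtb16* (1.91) were also higher in *Cd209a*+ dendritic cell-like cells on CDA-HFD, where *Egr2* had a ratio of 0.876, but these genes had been picked for their change. A loss of Egr2 within the cells cannot be told apart from an effect on the whole mouse, because the other genes of the list moved little in monocytes and macrophages, and neither can the genotype, because classes on ND went both ways. Stress of the single mice was not tested.

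*Itgax* was lower in the *Lyz2* Cre/+.*Egr2* fl/fl mouse, as given above for the re-clustered cells, and the paper names it as a downstream target of Egr2. A change in the sizes of these clusters is argued against, as the ratio was 0.504 with the cluster sizes of the *Egr2* fl/fl mouse. The clusters did not separate the hLAM from the moKC markers, so a change in the mix of cells within a cluster stays open. A lower level in all cells of the mouse is argued against too, with a ratio of 0.946 in *Cd209a*+ dendritic cell-like cells and 1.04 in neutrophil-like cells. A hypothesis is that *Itgax* depends on Egr2 within monocytes and macrophages, in which case a gate on CD11c could count fewer cells without a change in cell type. Variation between mice stays open. *Siglecf*, which the paper also names as a target, went from 3.43 to 1.07 CPM, a ratio of 0.313.

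The hLAM score was lower in the *Lyz2* Cre/+.*Egr2* fl/fl mouse while that mouse also held fewer Ly6C hi monocyte-like cells, which score high. Depth per cell is argued against: in cells thinned to the same depth, 3281 and 3677 cells, the difference was -0.124. Without the Ly6C hi monocyte-like clusters the difference was -0.0893, and with the cluster sizes of the *Egr2* fl/fl mouse it was -0.0786 (-0.101 to -0.0566), where the interval is the spread over cells. Fewer Ly6C hi monocyte-like cells, or other sizes of these clusters, are thus argued against as the whole cause, and stay open as a part of it. A change in the mix of cells within a cluster was not tested. The score went from 1.01 to 0.874 within cluster 0 and from 0.148 to -0.0992 within cluster 1, but from 0.324 to 0.366 within cluster 3. Variation between mice stays open.

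Other hLAM and macrophage genes in the re-clustered cells moved both ways with genotype, *Egr2* fl/fl to *Lyz2* Cre/+.*Egr2* fl/fl: *Gpnmb* 381 to 261 CPM (ratio 0.686), *Cd63* 541 to 341 CPM (0.630), *Fabp5* 427 to 250 CPM (0.585), *Cd9* 346 to 289 CPM (0.836), *F10* 145 to 109 CPM (0.755), *Trem2* 572 to 564 CPM (0.986), *Lpl* 1186 to 1245 CPM (1.05), *Fcgr1* 178 to 238 CPM and *Adgre1* 211 to 261 CPM. Over all cells on ND, *Fkbp5* went from 22.5 to 34.9 CPM (ratio 1.55). No biological explanation was tested for these.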
